# Effect of Long-Term Consumption of Poultry Egg Products on Growth, Body Composition, and Liver Gene Expression in Zebrafish, *Danio rerio*

**DOI:** 10.1093/cdn/nzab134

**Published:** 2021-12-24

**Authors:** Michael B Williams, Joseph W Palmer, Sophie B Chehade, Alex J Hall, Robert J Barry, Mickie L Powell, Melissa L Harris, Liou Y Sun, Stephen A Watts

**Keywords:** zebrafish, egg, nutrition, diet, transcriptome, blood glucose

## Abstract

**Background:**

Poultry eggs are a low-cost, high-protein nutrient package that can be consumed as part of quality diets. However, consumption of poultry egg products is historically contentious, which highlights the importance of investigating impacts of long-term egg consumption on metabolic health.

**Objective:**

Our study utilized the zebrafish, *Danio rerio*, a newly defined model of human metabolic health, to understand the metabolic consequence of consuming egg products in lieu of other well-described protein sources.

**Methods:**

Reference diets were formulated to contain multisource protein with casein and fish protein hydrolysate (CON; control protein sources), the protein sources that have been historically utilized in numerous reference diets. These proteins were then partially replaced with either whole egg (WE; protein and lipid source), egg white (EW; protein source), wheat gluten (WG; cereal protein source), or a high-lipid-content diet containing a multisource protein with casein and fish protein hydrolysate (HFCON; isonitrogenous and isolipidic with the WE diet) in a 34-wk trial (*n *= 8 tanks, 10 fish per tank). Daily feeding was initiated at the early juvenile life stage and terminated at the late reproductive adult stage.

**Results:**

The amino acid composition of control versus egg product diets did not vary substantially, although methionine and lysine were apparently limiting in fish fed WG. At termination, fish fed EW as the protein source had weight gain and body composition similar to those fed the CON diet. Fasting and postprandial blood glucose did not differ between any dietary treatment. Assessment of the liver transcriptome using RNAseq revealed no differential gene expression between zebrafish fed CON or WE diets. Zebrafish fed WG had lower weight gain in males.

**Conclusions:**

Long-term consumption of egg products promoted metabolic health equal to that of historically relevant proteins. These data support the value of egg products for maintaining long-term metabolic health in animal diets.

## Introduction

Protein is identified as one of the most important macronutrients in regulating growth and tissue production. In addition to promoting growth of lean tissue, protein quantity, quality, and source impact known markers of metabolic health. In humans, a modest increase in protein intake resulted in improved weight maintenance and glycemic index following a weight-loss regime (1). Eight weeks with an increased protein diet reduced systolic and diastolic blood pressure (2). Diets substituting protein for carbohydrate in individuals with insulin-resistant diabetes reduced blood glucose and circulating insulin in both males and females (3, 4). There is some evidence of an overall increase in risk of development of type 2 diabetes that is dependent on protein source (5). Increased animal protein intake, substituted for dietary carbohydrate, resulted in greater overall lifetime risk of type 2 diabetes development, but a modest reduction in this risk was seen when plant protein sources were supplemented instead. These observations suggest an impact of protein on human health from protein as a dietary source; however, the lack of consistency and standardization of diets among these studies is confounding. Branched-chain amino acid (BCAA) content, which is high in eggs and dairy protein sources, is also implicated in conferring reduced insulin resistance (6, 7). Circulating BCAA concentrations are associated with reduced insulin resistance and are proportional to dietary intake, although studies show a significant increase in blood glucose as well. Circulating concentrations of the protein zonulin, which reduces inflammation-related intestinal permeability (8), were inversely proportional to dietary protein intake. These and related studies confirm the importance of protein source and content as likely effectors of metabolic health and disease onset and progression.

In many populations, poultry eggs provide a valuable protein source containing essential macronutrients and other bioactive compounds known to promote health while supporting growth and development (9). Egg-derived bioactive compounds also confer antibacterial activity (10), antihypertensive activity (11), antioxidant capability, and mineral binding properties (12). Unfortunately, few studies have addressed the effects of long-term consumption of egg products as regulators of metabolic health in vertebrates, particularly across a series of life stages.

Direct testing of egg products by nutritional interventions is difficult and expensive to administer in human clinical trials. Ethical and economic concerns coupled with diverse and limited test populations reduce the opportunities to determine long-term nutritional management strategies for human health maintenance. For these reasons, we believe a rapid, low-cost, high-throughput evaluation model, the zebrafish, *Danio rerio*, can be used to screen various nutritional therapies as positive mediators of metabolic health (13). In the last decade, zebrafish have been identified as a relevant model for the study of human nutrition, as they are an omnivore with similar protein and lipid requirements (14). Zebrafish exhibit diet-induced obesity [DIO (15)] and have similar genomic responses as seen in human DIO (16). Additionally, zebrafish show obesity-related comorbidities such as type 2 diabetes (17). Importantly, we are able to formulate zebrafish diets that contain egg products and compare age- and size-related development as young juvenile zebrafish cohorts transition to sub-adult and reproductive adult populations. In this study we compare a typical zebrafish diet containing fish and casein protein with diets containing egg products. A diet containing a cereal-based protein source was provided for comparison.

## Methods

### Husbandry

Zebrafish were bred, housed, and treated in compliance with the Institute for Laboratory Animal Research Guide for the Care and Use of Laboratory Animals, and the protocol has been approved by the University of Alabama at Birmingham Institutional Animal Care and Use Committee (IACUC-20656). Adult fish were held at the University of Alabama at Birmingham Nutrition Obesity Research Center Lab Animal Nutrition Core in a recirculating zebrafish husbandry system (Aquaneering) at 28°C and 14 h:10 h light:dark cycle. Municipal tap water was filtered by a 5-μm string filter, followed by charcoal and reverse osmosis, and passed through an ion-exchange column to ensure the highest quality of system water. Ions are provided by the addition of synthetic sea salt (Instant Ocean) to a salinity of 0.7 ppt (∼1500 μS/cm). Water quality was monitored twice weekly (ammonia, nitrite, nitrate) and pH daily (7.4, adjusted with sodium bicarbonate). Embryos of multi-individual crosses (10 males and 20 females) were held at standard conditions (Zebrafish International Resource Center, Eugene, OR, USA). At 5 [days post-fertilization (dpf)], populations with inflated swim bladders were placed in 5-ppt salinity system water and fed in polyculture with the rotifer *Brachionus plicatilus* ad libitum (*B. plicatilus* were reared on high unsaturated fatty acid-fortified *Nannochloropsis*; Reed Mariculture). At 10 dpf, individuals (larvae) were fed stage I nauplii of *Artemia* (INVE Aquaculture) and assigned randomly to experimental tanks (2.8-L tanks, 10 fish per tank, 8 replicate tanks per diet treatment). This density promotes excellent growth characteristics and assures an even sex ratio [Watts SA (2013). Population density affects zebra fish growth and sex ratios, unpublished manuscript]. At 21 dpf, young juvenile cohorts were fed (twice daily at 08:00 and 16:00) experimental diets (see below). All formulated diets were fed at ∼ 6% body weight per day, a ration amount shown to promote weight gain. Experimental tanks were provided their respective diet for the study period. At the end of 34 wk of being fed these diets, reproductively active adult zebrafish were terminated by approved rapid ice immersion. Mixed-sex fish (*n *= 10) from random tanks of each dietary treatment were returned to the recircuiting system for blood glucose testing (see below). Sexes were easily identified at termination, and fish of each sex were randomly selected for lipid analysis and gene expression of the liver, as described below. Power analyses for experimental design and post hoc statistics were provided by the University of Alabama at Birmingham Nutrition Obesity Research Center Statistical Core personnel. The treatment period encompassed zebrafish beginning as early juveniles until several months after reproductive maturity (older adults).

### Diet preparation

All ingredients were weighed on an analytical balance (Mettler Toledo New Classic MF Model MS8001S or Model PG503-S; Mettler-Toledo, LLC) and mixed using a Kitchen Aid Professional 600 Orbital Mixer (Kitchen Aid); the ingredients and catalog numbers are listed in **Table 1**. The diets were cold extruded into strands to preserve nutrient content using a commercial food processor (Cuisinart), and strands were air-dried for 24 h on wire trays to a final moisture content of ∼8%. Protein sources were either fish protein hydrolysate (catalog no. CPSP90; The Scoular Company), casein (catalog no. 904,798; MP Biomedicals), isolated soy protein (catalog no. 905,456; MP Biomedicals), wheat gluten (WG; catalog no. G5004; Sigma Aldrich), egg white (EW; catalog no. 2110; Ballas Egg Products Corp.), or whole egg (WE; catalog no. 3010; Ballas Egg Products Corp.). Diets included *1*) a control diet [CON; a multisource protein diet shown previously to provide lifelong health and growth (15)]; *2*) a diet in which 50% of the total protein is substituted with WG, isonitrogenous to the control; *3*) a diet in which 50% of the total protein is substituted with EW, isonitrogenous to the control; *4*) a diet with WE substituted for ∼50% of the total protein; and *5*) an elevated-fat diet (HFCON) in which total protein and fat were isonitrogenous and isolipidic with the replacement of 50% of the total protein with the WE diet (**Table 2**). The amino acid compositions of these respective diets are shown in **Table 3**. The WG diet was provided as a comparative commercial, egg-free, cereal-based diet.

**TABLE 1:** Vendors and catalog numbers of ingredients

Ingredient	Vendor	Catalog identifier
Dried whole egg	Ballas Egg Product Corp.	3010
White egg	Ballas Egg Product Corp.	2110
Fish protein hydrolysate	The Scoular Company	CPSP90
Wheat gluten	MP Biomedicals	101815
Dextrin	Acros Organics	406285000
Mineral mix AIN 76	Envigo	CA.170915
Casein low-trace metals	MP Biomedicals	0296012805
Soy protein, isolated	MP Biomedicals	0290545605
Corn oil	MP Biomedicals	0290141401
Safflower oil	MP Biomedicals	0210288890
Menhaden fish oil	Omega Protein	Virginia Prime Gold
Vitamin diet fortification mixture	MP Biomedicals	0290465401
Diatomaceous earth, acid washed	Andwin Scientific	D3877
Alphacel, nonnutritive bulk	MP Biomedicals	0290045305
d-(+)-glucosamine hydrochloride	MP Biomedicals	0210178225
Cholesterol National Formulary grade	MP Biomedicals	02101380-CF
Lecithin, soy, refined	MP Biomedicals	0210214790
Ascorbyl palmitate	MP Biomedicals	0210078180
Potassium phosphate monobasic	MP Biomedicals	02195453.5
Wheat starch	MP Biomedicals	0290295225
Alginate	TIC Gums	TICA-Algin 400
Betaine	MP Biomedicals	150461
Canthaxanthin	DSM	Carophyll Red

**TABLE 2:** Ingredient composition of diets (g/kg)^1^

Ingredient	CON	EW	WG	HFCON	WE
Casein, low-trace metals	217.5	130.5	130.5	217.5	130.5
Fish protein hydrolysate	217.5	130.5	130.5	217.5	130.5
Soy protein isolate	60	36	36	60	36
Egg white	—	217.6	—	—	—
Wheat gluten	—	—	232	—	—
Whole egg	—	—	—	—	352.3
Wheat starch	120	120	120	60.5	60.5
Dextrin	50	50	50	50	50
Diatomaceous earth	94.8	65.6	53	17.8	—
Alginate	20	20	20	20	20
Safflower oil	40	46.4	45.2	131	40
Menhaden fish oil (ARBP)	20	23.2	22.6	65.5	20
Soy lecithin (refined)	40	40	40	40	40
Vitamin mix (MP-VDFM)^2^	40	40	40	40	40
Mineral mix (AIN 76)^3^	30	30	30	30	30
Canthaxanthin (10%)	10	10	10	10	10
Potassium phosphate monobasic	11.5	11.5	11.5	11.5	11.5
Alpha cellulose	23.1	23.1	23.1	23.1	23.1
Glucosamine	2.5	2.5	2.5	2.5	2.5
Betaine	1.5	1.5	1.5	1.5	1.5
Cholesterol	1.2	1.2	1.2	1.2	1.2
Ascorbyl palmitate	0.4	0.4	0.4	0.4	0.4
Calculated protein (% as fed)	41.97	40.87	41.38	41.95	39.45
Calculated protein (% dry)	46.64	45.41	45.98	46.62	43.83
Calculated lipid (% as fed)	10.12	10.43	10.48	22.40	22.24
Calculated lipid (% dry)	11.25	11.59	11.64	24.89	24.71
Calculated soluble digestible carbohydrate (% as fed)^4^	33.00	37.19	37.36	27.70	32.72
Ash (% as fed)	10.20	6.96	6.03	4.69	1.04
Fiber (% as fed)	4.70	4.56	4.75	3.26	4.55
Protein energy ratio (as fed)	0.558	0.527	0.529	0.456	0.425
Calculated energy (kcal/kg as fed)	4248	4382	4422	5195	5239

^1^All ingredients are listed by g/kg in the diet as fed. Dietary protein percentages are based on crude protein values of each protein source as provided by the manufacturer. ARBP, alkali refined bleached and pressed; CON, fish and casein protein source control diet; EW, egg white; HFCON, high-fat fish and casein protein source diet; MP-VDFM, MP Biomedicals™ Vitamin Diet Fortification Mixture; WE, whole egg; WG, wheat gluten.

^2^MP Biomedicals 904654: vitamin A acetate (500,000 IU/g) 1.80000, vitamin D_2_ (850,000 IU/g) 0.12500, dl-ɑ-tocopherol acetate 22.00000, ascorbic acid 45.00000, inositol 5.00000, choline chloride 75.00000, menadione 2.25000, p-aminobenzoic acid 5.00000, niacin 4.25000, riboflavin 1.00000, pyridoxine hydrochloride 1.00000, thiamin hydrochloride 1.00000, calcium pantothenate 3.00000, biotin 0.02000, folic acid 0.09000, vitamin B-12 0.00135; measures are mg/g.

^3^AIN 76 mineral mix for Envigo (Indianapolis, IN): sucrose, fine ground 118.03; calcium phosphate, dibasic 500.0; sodium chloride 74.0; potassium citrate, monohydrate 220.0; potassium sulfate 52.0; magnesium oxide 24.0; manganous carbonate 3.5; ferric citrate 6.0; zinc carbonate 1.6; cupric carbonate 0.3; potassium iodate 0.01; sodium selenite, pentahydrate 0.01; chromium potassium sulfate, dodecahydrate 0.55; measures are mg/g.

^4^Calculation used for soluble digestible carbohydrate: carbohydrate = 100 − (protein % + fat % + ash % + fiber %).

**TABLE 3:** Amino acid composition of diets^1^

Amino acids (g/100 g dry)	CON	EW	WG	HFCON	WE
Alanine	1.88	2.29	1.63	1.88	2.08
Arginine	2.52	2.56	2.18	2.52	2.60
Aspartic acid	3.10	3.45	2.49	3.10	3.63
Cystine	1.17	1.14	1.16	1.17	1.08
Glutamic acid	7.04	6.73	11.43	7.04	6.48
Glycine	2.26	2.02	2.01	2.26	1.93
Histidine	1.31	1.20	1.21	1.31	1.21
Isoleucine	1.90	2.23	1.83	1.90	2.00
Leucine	3.69	3.77	3.52	3.69	3.67
Lysine	3.31	3.09	2.30	3.31	3.16
Methionine	1.19	1.41	0.99	1.19	1.24
Phenylalanine	2.03	2.34	2.22	2.03	2.11
Proline	3.16	2.57	4.60	3.16	2.54
Serine	2.30	2.70	2.35	2.30	2.71
Threonine	1.72	1.83	1.58	1.72	1.78
Tryptophan	0.54	0.60	0.56	0.54	0.60
Tyrosine	3.00	2.52	2.43	3.00	2.50
Valine	2.54	2.86	2.27	2.54	2.57

^1^The amino acid composition was calculated based on amino acid composition of protein sources. The amino acid contents of soy isolate, fish protein hydrolysate, and casein protein sources were analyzed by Midwest Laboratories (Omaha, NE, USA). The amino acid contents of dry whole egg and egg whites were obtained from USDA Database for Standard References and wheat gluten amino acid content was obtained from the National Animal Nutrition Program Database. CON, fish and casein protein source control diet; EW, egg white; HFCON, high-fat fish and casein protein source diet; WE, whole egg; WG, wheat gluten.

### Body metrics

Every 2 wk following assignment to diets, survival and total tank fish weights were measured to estimate population biomass and to adjust feed ration (fish were fed at ∼6% of body weight per day). At 34 wk, the growth trial was terminated, and all fish were sexed, weighed individually to 0.001 g, and terminal standard body length (measured from tip of snout to the distal end of the caudal peduncle when laid sidewise on a ruler) was recorded to 0.1 mm. Females were ovariectomized and total lipid for the remaining female carcass and intact males (*n *= 10 per diet) was determined using the Folch lipid extraction optimized for zebrafish (18). Total body moisture was determined by oven-drying carcasses (72 h at 50°C) used for Folch analysis.

### Blood glucose

Mixed-sex fish (*n *= 10) from random tanks of each dietary treatment continued to be fed within their respective treatment protocols for an additional 4 wk (38 wk total). The fish were then monitored for fasting blood glucose as described previously (19). For fasting blood glucose, fish were feed-deprived for a 16-h period and anesthetized using ice water. For postprandial glucose measures, fish were fed a regular ration of assigned diet and allowed to consume the diet for a 30-min period. Blood was collected in heparinized glass pipettes punctured into the region of the dorsal aorta. Glucose concentrations in the samples were determined immediately following blood collections using Amplex Red Glucose Assay (Life Technologies).

### RNA isolation

At termination of the feeding trial, males and females (*n *= 6 of each sex) from the CON, WG, HFCON, and WE dietary treatments had whole livers dissected out, frozen in liquid nitrogen, and transferred to a –80°C freezer for long-term storage. RNA was isolated from tissue using RNeasy™ Lipid Tissue Mini Kit (Qiagen) per the manufacturer's instructions. Purified RNA was subjected to quantification and purity assessment via an Epoch microplate spectrophotometer (BioTek Instruments).

### RNA sequencing

Four female samples from the CON and WE dietary treatments were processed for RNA sequencing (RNAseq; Genomics Core Laboratory, Heflin Center for Genomic Sciences, University of Alabama at Birmingham). In brief, quality of the total RNA was assessed using the Agilent 2100 Bioanalyzer. RNA with an RNA Integrity Number (RIN) of 7.0 or above was used for sequencing library preparation using the Agilent SureSelect Strand Specific mRNA library kit as per the manufacturer's instructions (Agilent). Library construction began with ribosome reduction using the NEBNext rRNA depletion kit for human/mouse/rat as described by the manufacturer (New England Biolabs). The resulting RNA was randomly fragmented with cations and heat, which was followed by first-strand synthesis using random primers with inclusion of actinomycin D (2.4 ng/µL final concentration). Second-strand cDNA production was done with standard techniques; the ends of the resulting cDNA were made blunt, A-tailed, and adaptors ligated for amplification and indexing to allow for multiplexing during sequencing. The cDNA libraries were quantitated using RT-PCR in a Roche LightCycler 480 with the Kapa Biosystems kit for Illumina library quantitation (Kapa Biosystems) prior to cluster generation. Cluster generation was performed according to the manufacturer's recommendations for onboard clustering (Illumina). Samples were sequenced to achieve a minimum of 30 million, single-end, 75-bp reads per sample.

Quality of the sequencing reads was assessed using FastQC (version 0.11.8) (20) and the data were filtered for quality and rRNA contamination using Trimmomatic (version 0.36) (21). Sequences were aligned to the Ensembl zebrafish reference genome (GRCz11) using the full annotated (49 K genes) gtf file. Individual gene counts were obtained for each sample using the quantMode feature of the STAR aligner (version 2.5.2b) (22), with an average 76.5% of the total reads per sample uniquely mapping. The final read depth across all samples was ∼20–23 million reads per sample and the gene counts from these reads were used for differential gene expression analysis using DESeq2 (version 1.22.2) (23) and methods similar to those published previously by Harris et al. (24). For validation purposes, independent RNAseq analysis was performed by Sunil K Singh at the University of Iowa and used methods similar to those listed above, with the exception that the featureCounts (25) tool was used to count mapped reads per transcript. Principal component analysis (PCA) and Pearson correlation plots were made using the pcaExplorer tool (26).

### Real-time PCR

For real-time PCR validation, cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) as per the manufacturer's instructions, with a starting amount of 5 μg total RNA in a 100-μL reaction run on a SimpliAmp™ Thermal Cycler (Applied Biosystems). The cDNA was diluted to 1:20 and 5 μL was used for a 20-μL total reaction using TaqMan™ Fast Advanced Master Mix (Applied Biosystems) and MicroAmp™ Fast Optical 96-Well Reaction Plates (Applied Biosystems). Gene-specific TaqMan primers were purchased from ThermoFisher (assay IDs: rpl13a-Dr03101114_gl, ucp2-Dr03125005_m1, elovl5-Dr03094287_m1, and gpx4a-Proprietary). Forty RT-PCR cycles were run on a QuantStudio 3 Real-Time PCR System and results analyzed with QuantStudio™ Design & Analysis Software version 1.5.1 using ribosomal protein L13a (*rpl13a*) as the housekeeping gene (Applied Biosystems).

### Statistical modeling and analysis

Data from this study were analyzed with RStudio Statistical Software (R Core Team, 2016, v0.99.896), and graphs generated with Statistical Package for Social Science (SPSS) version 26 (IBM Corporation). All analyses for continuous outcomes were stratified by sex, with the exception of glucose. Weekly and terminal body weights were analyzed by a linear mixed-effects model with tank as a random effect. Total body length, glucose measures, and liver gene expression were compared separately by ANOVA. Fat mass was analyzed with ANCOVA, adjusting for body weight as a covariate. Any observed significant differences (*P* < 0.05) were further analyzed with pairwise comparisons among diets using Tukey's honestly significantly different (HSD) post hoc test. All data were analyzed for normality and equal variances. Any datasets with a nonnormal distribution were log-transformed. RNAseq data are available at NCBI GEO, accession #GSE184565.

## Results

Fish in all treatments showed patterns of weight gain and body metrics that were indicative of fish with a normative phenotype. Although reproductive success was not tested in this study, female fish from all diet treatments had a body shape typical of normal reproductive females at the same age as those at study termination, and dissection revealed mature ovaries. The biweekly weights showed differences between the diets consisting of WG and EW (*P* = 0.009), WG and HFCON (*P* < 0.001), and WE and HFCON (*P* = 0.014) (**Figure 1**). Male terminal weights showed WG-fed fish weighed less than the EW-, WE-, and CON-fed fish (*P* < 0.009) (**Figure 2**). Female terminal weights showed EW-fed fish weighed more than WE-, HFCON-, and WG-fed fish (*P* < 0.045). Terminal body lengths showed no differences between any diet group for males or females (*P* > 0.385) (**Supplemental Figure 1**). Body moisture showed no differences between any diet group for males or females (*P* > 0.421) (**Supplemental Figure 2**). Total body lipids showed a difference in females, with fish fed HFCON having a higher total body lipid concentration than those fed EW (*P* = 0.027), and in males, with fish fed WE having a higher total body lipid concentration than those fed CON (*P* = 0.043) (**Figure 3**). No differences were observed in feed-deprived (*P* > 0.273) or postprandial (*P* > 0.663) blood glucose between any of the diet treatments with males and females analyzed together (**Figure 4**).

**FIGURE 1:**
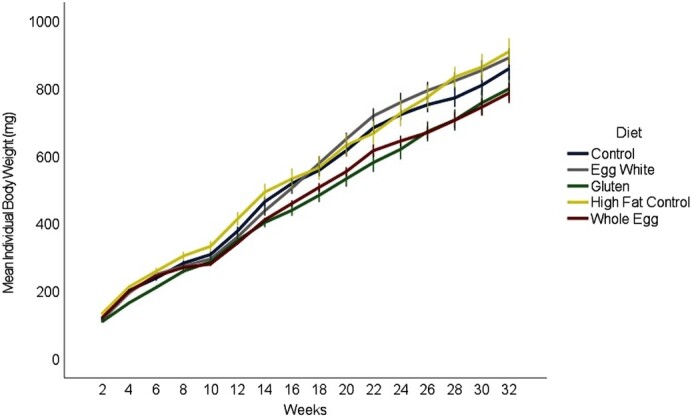
Mean ± SE (indicated by bars) of body weight for individual fish (mg) for male and female zebrafish (combined) measured every 2 wk on the assigned diets (*n *= 8 tanks, 10 fish per tank for each diet treatment).

**FIGURE 2:**
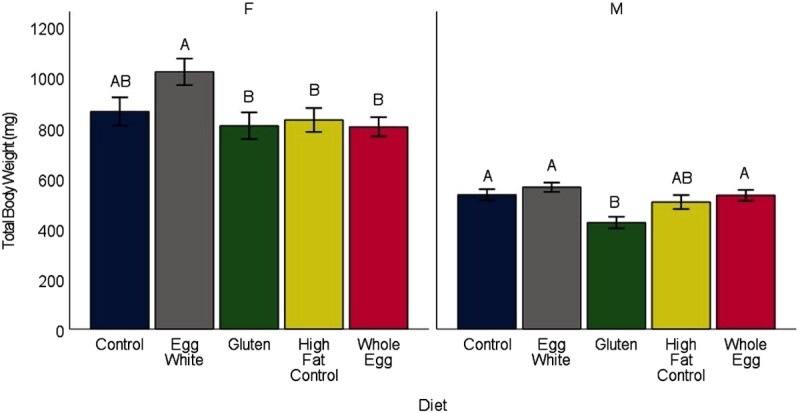
Mean ± SE (indicated by bars) of total body weight (mg) for male (M) and female (F) zebrafish measured at the end of 34 wk on the assigned diets (*n *= 8 tanks, 10 fish per tank for each diet treatment). Within each sex, different uppercase letters indicate differences between dietary treatments (*P* < 0.05).

**FIGURE 3:**
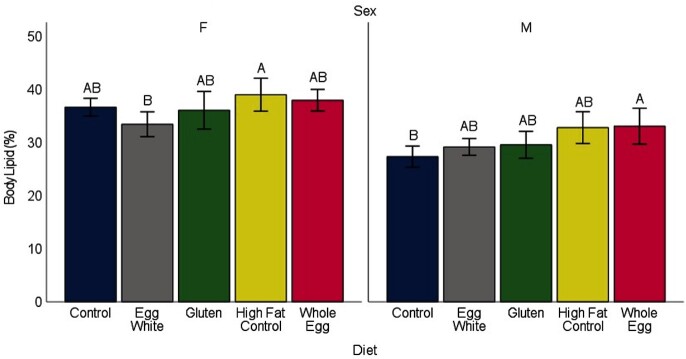
Mean ± SE (indicated by bars) of total body lipid (%) for male (M) and female (F) zebrafish measured at the end of 34 wk on the assigned diets (*n *= 10 males and 10 females from random tanks for each diet treatment). For each sex, different uppercase letters indicate differences between milligrams of lipid for each dietary treatment at *P* < 0.05 covaried by dry body weight.

**FIGURE 4:**
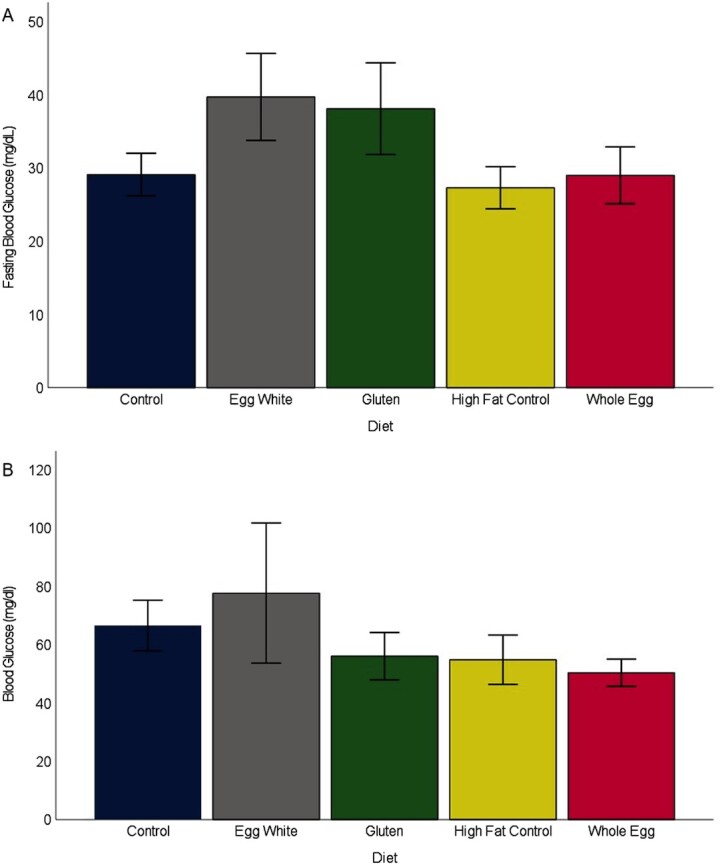
Mean ± SE (indicated by bars) of fasting (A) and postprandial (B) blood glucose measures (mg/dL) for male and female zebrafish (combined) measured at the end of 38 weeks on the assigned diets (*n *= 10 mixed sex males and females from random tanks for each diet treatment). There were no statistically significant differences between treatments.

RNAseq analysis was used to evaluate global changes in liver transcriptomics in response to long-term feeding on the CON and WE diets. 

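Whole livers of 4 females fed the Control diet and 4 females fed the Whole Egg diet were sequenced, 1 library per fish. The paper states that the diets were fed for 34 wk from 21 d postfertilization, and the deposited sample labels give the age of the fish as 36 wk. The diets are written here without abbreviation, as Control and Whole Egg, and the fish are named Control-1 to Control-4 and Whole Egg-1 to Whole Egg-4, with the numbers of the labels and of Figure 5. The authors depleted the RNA of ribosomal RNA, prepared strand-specific libraries, sequenced them from 1 end and aligned the reads to the zebrafish genome (GRCz11) with STAR. They deposited the number of reads that STAR counted on each of 32520 genes, listed by Ensembl identifier, without normalization or a filter on low counts. Each file holds a count without regard to strand and a count for each strand. The strand that held 97.9% of the counts of both strands was used throughout. Between 33754332 and 70352917 reads per fish entered the alignment. Of these, 61.7% ± 1.38 (SD, n = 8 fish) mapped to a single place in the genome, 36.6% ± 1.32 mapped to several places and were not counted on genes, and 1.69% ± 0.179 were unmapped. Genes whose reads map equally well to a near-identical paralog therefore lack those reads in the counts. The paper gives an average of 76.5% of reads mapping uniquely, which is above the highest fish here (64.5%, Control-1). Between 16916307 reads (Whole Egg-4) and 35871236 reads (Control-3) were counted on genes, with a median of 22417387.5 on the Control diet and 20415771.5 on the Whole Egg diet. The 10 genes with the most counts took between 64.9% (Whole Egg-2) and 76.0% (Control-1) of a fish's counts. Library sizes were scaled with edgeR's TMM method, whose factors ranged from 0.695 (Control-4) to 1.74 (Whole Egg-2). Fish that carry the same number under both diets are different fish. Their deviations from the diet means correlated across genes with a mean Pearson's r of 0.270 over the 4 numbers. Genes are not independent replicates, and the r describes these libraries. Because of it, fits of gene expression with the fish number as a block are given beside those without it. The permutation tests of the PCA and of the correlations were run without regard to the number. Their p therefore cannot show whether the number masks a difference between the diets.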

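The rlog values of the 500 genes with the highest variance over the 8 fish entered the PCA. PC1 carried 70.04% of their variance and PC2 carried 18.1%. On PC1, Whole Egg-2 lay at 57.1 and the other 7 fish lay between −26.9 (Whole Egg-1) and 10.5 (Whole Egg-3). On PC2, Control-2 lay at −32.6 and the other 7 fish lay between −0.50 (Whole Egg-4) and 7.24 (Control-3). Diet accounted for 12.0% of the total sum of squares of the 500 genes. In a one-sided exact permutation test over the 35 ways to part the 8 fish into 4 and 4, this share was not larger than expected from the spread within diets (p = 0.486, where the smallest possible p is 0.0286). The distance between the diet means was 17.9 on PC1 (two-sided exact permutation test, p = 0.457) and 7.50 on PC2 (p = 0.886, same exact test). Leaving out Whole Egg-1 moved the share of diet most, to 27.8% (exact permutation p = 0.114).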

PCA of the regularized log-transformed count values (rlog) for liver gene expression of CON and WE dietary treatments across samples revealed that the majority of the samples clustered together, irrespective of diet (**Figure 5**A; other diet treatments were not analyzed). Additionally, no differentially expressed genes (DEGs) could be detected when comparing gene expression between diets (adjusted *P* < 0.1). 

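The 13379 genes that passed edgeR's filter on low counts (filterByExpr with a minimum count of 10) were compared between the diets with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.1, there were 0 DEGs, and the smallest adjusted p was 0.810. At an unadjusted p under 0.05, there were 522 genes, where 669 of 13379 genes would be expected by chance. With the fish number as a block in the same edgeR fit, there were again 0 DEGs, with a smallest adjusted p of 0.740 and 754 genes at an unadjusted p under 0.05. The genes with the smallest unadjusted p were IGSF21 (ENSDARG00000031049) and PLPPR4 (ENSDARG00000079671), both with few counts. The CPM of IGSF21 (counts scaled to TMM-normalized library sizes) were 0.0412 ± 0.0285 (SD, n = 4) on the Control diet and 0.661 ± 0.220 on the Whole Egg diet, a log2 fold change of 3.69 (SE 0.56, edgeR adjusted p = 0.810). Those of PLPPR4 were 0.136 ± 0.0996 and 1.03 ± 0.400, a log2 fold change of 2.93 (SE 0.53, edgeR adjusted p = 0.810). For both genes, every fish on the Whole Egg diet had more normalized counts than every fish on the Control diet. The number of DEGs moved most in DESeq2 with the fish number as a block, an alternative chosen after seeing the data, which gave 16 DEGs (12 higher and 4 lower on the Whole Egg diet). Among the alternatives set before the data were examined, the largest number was 2, from DESeq2 on genes with at least 30 counts in every fish. These 2 genes, named after their values were seen, were prozb (log2 fold change −0.94, SE 0.20, DESeq2 adjusted p = 0.0252) and arhgap27l (log2 fold change −1.02, SE 0.23, DESeq2 adjusted p = 0.0326).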

Similar results were obtained after independent RNAseq analysis (performed by Sunil K. Singh at the University of Iowa). Pearson's correlation analysis using rlog-transformed data revealed that the correlation between samples of different diets was very similar to the correlation between samples of the same diet (Figure 5B). 

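Pearson's r of the rlog values was computed for each of the 28 pairs of fish over all genes with at least 1 count. These are correlations across genes, which are not independent replicates. The r was 0.989 ± 0.00739 (SD, 12 pairs) between fish of the same diet and 0.989 ± 0.00754 (SD, 16 pairs) between fish of different diets. The mean for the same diet minus the mean for different diets was −0.000295 (one-sided exact permutation test over 35 splits of the 8 fish, p = 0.6). Pairs of fish with the same number all count as pairs of different diets, and the test takes no account of this. Across all 28 pairs, r ranged from 0.971 (Control-4 and Whole Egg-2) to 0.996 (Control-3 and Whole Egg-4), and both of these pairs join different diets. The 7 pairs that include Whole Egg-2 had a mean r of 0.977 (0.971 to 0.984), and the other 21 pairs had a mean of 0.993 (0.990 to 0.996). With log2(normalized count + 1) in place of rlog values, r was 0.935 ± 0.0288 within a diet and 0.937 ± 0.0292 between diets, and the lowest r was 0.862. The difference was positive, at 0.00221, when Whole Egg-1 was left out (exact permutation p = 0.171), and it was also positive without Whole Egg-3 and without Whole Egg-4.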

While these observations suggest that the experimental dietary changes compared here do not elicit detectable changes in gene expression within whole liver tissue, PCA also highlighted 2 outliers from each diet that contributed to the majority of the observed variance in the PCA plot (Figure 5A; CON-2 and WE-2). 

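The share of each fish in the total sum of squares behind the PCA was computed from its distance to the mean of the 8 fish. Whole Egg-2 contributed 48.0% and Control-2 contributed 15.5%. Whole Egg-1 contributed 12.9% and Control-4 contributed 11.0%, and the 4 other fish contributed between 2.02% (Control-3) and 4.22% (Whole Egg-3). The genes with the largest weights on PC1, the axis of Whole Egg-2, included the zona pellucida gene zpcx, and Whole Egg-2 had the highest mean of a list of ovary genes (4.45 log2 CPM, against −1.65 to 1.50 in the other 7 fish). The total counts of Control-2 and Whole Egg-2 ranked 2 and 3 from the lowest of the 8 fish. From the clustering irrespective of diet, the lack of DEGs and the similar correlations, the paper proposes that the diets elicit no detectable change in whole liver, and it treats Control-2 and Whole Egg-2 as outliers of either biological or technical origin.

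**Figure D1:**
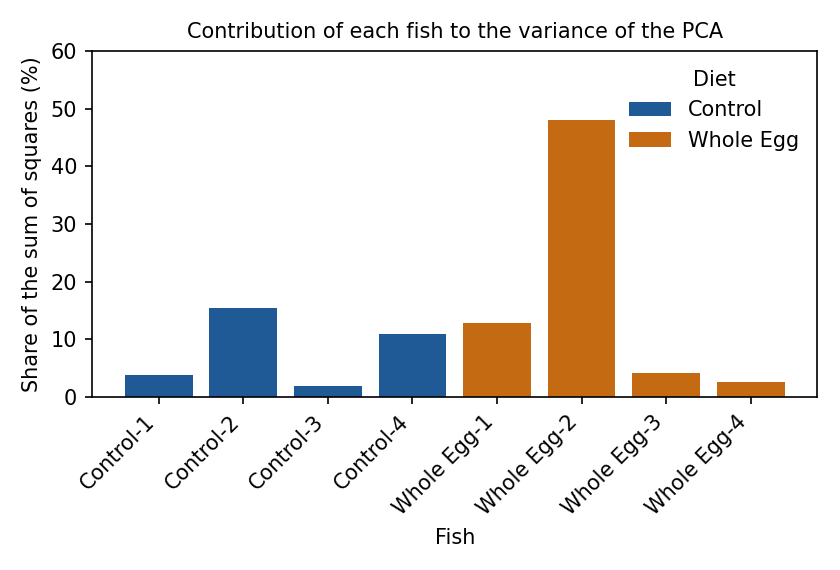
Share of the total sum of squares behind the PCA of all 8 fish, in percent, by fish (500 genes of highest variance, rlog values). Bars are single fish, coloured by diet; Whole Egg-2 stands at 48.0%, Control-2 at 15.5%, and the lowest bar is Control-3 at 2.02%.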

Whether biological or technical outliers, removal of CON-2 and WE-2 did not improve the PCA clustering (**Figure 6**A), and differential expression analysis of the remaining samples again revealed no significant DEGs (adjusted *P* < 0.1). 

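Without Control-2 and Whole Egg-2, PC1 carried 42.5% and PC2 24.7% of the variance of the 500 most variable genes. The ends of PC1 were both fish of the Whole Egg diet, Whole Egg-1 at −19.4 and Whole Egg-3 at 16.2. Diet accounted for 10.6% of the total sum of squares, the lowest share of the 10 ways to part the 6 fish into 3 and 3 (one-sided exact permutation test, p = 1). A comparison of 3 fish with 3 cannot give an exact p under 0.1. Of 13267 genes compared with edgeR, 0 were DEGs, and the smallest adjusted p was 0.999. There were 281 genes at an unadjusted p under 0.05, where 663 would be expected by chance. With the fish number as a block, there were 0 DEGs with edgeR (smallest adjusted p 0.890) and 727 genes at an unadjusted p under 0.05. The smallest unadjusted p belonged to ENSDARG00000081082, which has no symbol in the gene tables used, and to ogfr2 (ENSDARG00000024815). The log2 fold changes of these genes were 1.67 (SE 0.26, edgeR adjusted p = 0.999) and 2.03 (SE 0.35, edgeR adjusted p = 0.999), each with under 3 CPM in all 6 fish. DESeq2 on genes with at least 30 counts in every fish called 2 genes, named after their values were seen: vtg5 (log2 fold change −0.75, SE 0.17, DESeq2 adjusted p = 0.0638) and ENSDARG00000115762 (log2 fold change −1.044, SE 0.25, DESeq2 adjusted p = 0.0860). DESeq2 with the fish number as a block, chosen after seeing the data, gave 26 DEGs.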

Alternatively, in the interest of identifying the DEGs responsible for the majority of variance represented by the samples, 2 overlapping samples from the different diets (CON-4 and WE-1) were removed. 

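In the PCA of all 8 fish, Control-4 lay at −24.9 on PC1 and 4.93 on PC2, and Whole Egg-1 lay at −26.9 and 5.09. Pearson's r between their rlog values was 0.991, within the 0.990 to 0.996 of the pairs without Whole Egg-2. Of all 16 pairs of 1 fish from each diet that could be left out, Control-4 and Whole Egg-1 left 496 genes at an unadjusted p under 0.05 with edgeR, and the 16 pairs left between 131 and 600 (median 264.5), with 0 DEGs for each pair. As many as 496 were left by 3 of the 16 pairs.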

Genes with read counts less than 30 were also excluded to increase sensitivity. PCA of this adjusted dataset revealed modest separation of samples by diet, particularly across PC2 (Figure 6B). 

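In the 6 remaining fish, 25130 genes had at least 1 count, 8195 had at least 30 counts in every fish and 11420 had a mean count of at least 30. The first of these limits, 30 counts in every fish, was used. PC1 carried 66.5% and PC2 16.1% of the variance of the 500 most variable of these genes. On PC2, the fish of the Control diet lay at 7.98 (Control-1), 8.70 (Control-2) and −1.36 (Control-3), and those of the Whole Egg diet at 0.41 (Whole Egg-2), −12.3 (Whole Egg-3) and −3.45 (Whole Egg-4), so that Control-3 lay below Whole Egg-2. The diet means were 10.2 apart on PC2 (two-sided exact permutation test, p = 0.2) and 12.4 apart on PC1 (p = 0.7, same exact test). On PC1, Whole Egg-2 lay at 31.8 and the other 5 fish between −10.1 and −2.92. Diet accounted for 21.5% of the total sum of squares (one-sided exact permutation test, p = 0.5, where the smallest p for 3 fish against 3 is 0.1).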

When comparing these remaining samples, differential gene expression analysis identified 62 DEGs between fish fed the WE and CON dietary treatments (log-2 fold-change >0.8; adjusted *P* < 0.1; **Supplemental Data File**). 

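Among the 8195 genes, edgeR called 0 DEGs at an adjusted p under 0.1 and an absolute log2 fold change above 0.8, and the smallest adjusted p was 0.798. There were 496 genes at an unadjusted p under 0.05, where 410 would be expected by chance. With the fish number as a block, where only the numbers 2 and 3 have a fish of each diet, edgeR called 6 DEGs, with 561 genes at an unadjusted p under 0.05. In that fit ddit4 had the smallest adjusted p (log2 fold change 3.46, SE 0.49, edgeR adjusted p = 0.00583), a gene chosen after its values were seen. DESeq2, the tool named in the paper's methods, called 60 DEGs on the same counts and genes without the block, and 40 of them are on the paper's list. Other DESeq2 settings were chosen after seeing the data. They called 104 with the fish number as a block and 116 with fish 1 and 2 against fish 3 and 4 as a factor. They called 23 with a mean count of at least 30 and 15 with no count filter. Of the paper's 62 listed genes, 45 passed the limit of 30 counts in every fish. The paper's limit was therefore likely looser, and its 62 DEGs were called under another limit than these 60. All 45 had the paper's direction and an unadjusted p under 0.05 with edgeR, and their edgeR adjusted p was 0.798 each. These 45 genes were called in the same 6 fish, so that they carry no independent check. Septin15 (ENSDARG00000102889) had the smallest unadjusted p with edgeR, followed by ucp2. The CPM of septin15 were 3.69 ± 1.46 (SD, n = 3) on the Control diet and 18.5 ± 9.35 on the Whole Egg diet, a log2 fold change of 2.35 (SE 0.44, edgeR adjusted p = 0.798, DESeq2 adjusted p = 3.4e-05).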

Of these DEGs, 36 were downregulated and 26 upregulated in the WE diet compared with the CON diet (**Figure 7**). 

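Of the 60 genes called by DESeq2, 29 were higher and 31 lower on the Whole Egg diet, and all 6 genes called by edgeR with the fish number as a block were higher on the Whole Egg diet. DESeq2 with the block, a setting chosen after seeing the data, called 104 genes, 101 higher and 3 lower. Of the 496 genes at an unadjusted p under 0.05 with edgeR, 296 (59.7%) were higher on the Whole Egg diet, and with upper quartile normalization in place of TMM 215 of 517 (41.6%) were higher. The DEGs with the smallest p in DESeq2 were septin15, ucp2 and si:dkey-42i9.4 among those higher and LOC100329520, sccpdha and sfxn5a among those lower on the Whole Egg diet. The rule that picks these 6 genes was set before the data were examined, and it was applied to DESeq2 after edgeR had called none. With DESeq2, the log2 fold change of si:dkey-42i9.4 was 2.099 (SE 0.43, DESeq2 adjusted p = 0.00194), those of LOC100329520 and sccpdha were −1.09 and −1.12, and that of sfxn5a was −1.92 (SE 0.41, DESeq2 adjusted p = 0.00282). Control-4 and Whole Egg-1 were not used to find the paper's list. In these fish, 11 of 61 listed genes (18.0%, 95% exact Clopper-Pearson interval 9.36 to 30.0%) differed between Whole Egg-1 and Control-4 in the paper's direction. Of 10000 random lists matched on mean expression and given the same directions, none had so small a share (median 52.5%, range of the central 95% 39.3 to 63.9%). The interval treats genes as independent, which they are not, and the random lists, unlike the paper's, were not chosen for a difference in the other 6 fish. Over the 16 pairs of 1 fish per diet left out, the share of genes at an unadjusted p under 0.05 with edgeR that kept their direction in the pair left out had a median of 40.1% and was under 50% in 11 pairs, and it was 32.1% for Control-4 and Whole Egg-1. The comparison is of 1 fish with 1 fish and has no replicate check. In all 8 fish, 60 of 61 listed genes that passed the filter had the paper's direction, 26 had an unadjusted p under 0.05 with edgeR, and 1, prozb, passed an adjusted p of 0.1 over the list alone. The list was called on 6 of these fish, so these counts show no stability. The median absolute log2 fold change was 0.74 over the 61 listed genes tested in all 8 fish. It was 1.17 over the 45 listed genes tested in the 6 fish, so these medians cover different sets of genes.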

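The genes ucp2 (ENSDARG00000043154), gpx4a (ENSDARG00000068478) and elovl5 (ENSDARG00000004979) were compared in all 8 fish and in the 6 fish without Control-4 and Whole Egg-1. In all 8 fish, the CPM of ucp2 were 7.28 ± 1.50 (SD, n = 4) on the Control diet and 14.2 ± 5.53 on the Whole Egg diet. Its log2 fold change was 0.97 (SE 0.35, edgeR adjusted p = 0.810; two-sided exact permutation test, p = 0.143). Whole Egg-1, at 5.93, lay below the lowest fish of the Control diet, at 5.94. For gpx4a, CPM were 368 ± 35.3 on the Control diet and 210 ± 67.0 on the Whole Egg diet, with every fish on the Whole Egg diet below every fish on the Control diet (log2 fold change −0.81, SE 0.25, edgeR adjusted p = 0.810; exact permutation p = 0.0286, the smallest possible). For elovl5, they were 58.7 ± 10.4 and 35.1 ± 14.7 (log2 fold change −0.74, SE 0.31, edgeR adjusted p = 0.810; exact permutation p = 0.0571). Control-4, at 43.5, lay below Whole Egg-1, at 53.7. Adjusted over the 3 genes, the smallest of these permutation p was 0.0857. The 3 genes come from the paper's list, called in 6 of these 8 fish. The permutation p here and in those 6 fish therefore carry no independent check. Without Control-4 and Whole Egg-1, the log2 fold changes were 1.28 for ucp2 (SE 0.26), −1.01 for gpx4a (SE 0.25) and −1.09 for elovl5 (SE 0.28). The edgeR adjusted p was 0.798 for each gene, and the exact permutation p was 0.1 for each, the smallest that 3 fish against 3 allow. DESeq2 gave adjusted p of 0.000735 for ucp2, 0.0127 for gpx4a and 0.0192 for elovl5 in these 6 fish, and 0.258, 0.999 and 0.348 with the block, which was chosen after seeing the data. With the fish number as a block, the log2 fold changes in all 8 fish were 0.89 for ucp2, −0.85 for gpx4a and −0.81 for elovl5, with edgeR adjusted p of 0.740 for each. Without Control-4 and Whole Egg-1, they were 1.48, −0.97 and −1.37 under the block, with edgeR adjusted p of 0.217, 0.719 and 0.414. Without Control-2 and Whole Egg-2, the log2 fold changes were 0.78, −0.65 and −0.49 in the same order, each with an edgeR adjusted p of 0.999. The gene rpl13a, which the paper used to normalize RT-PCR, had a log2 fold change of −0.36 (SE 0.31) in all 8 fish, with 502 ± 120 and 392 ± 119 CPM (exact permutation p = 0.286).

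**Figure D2:**
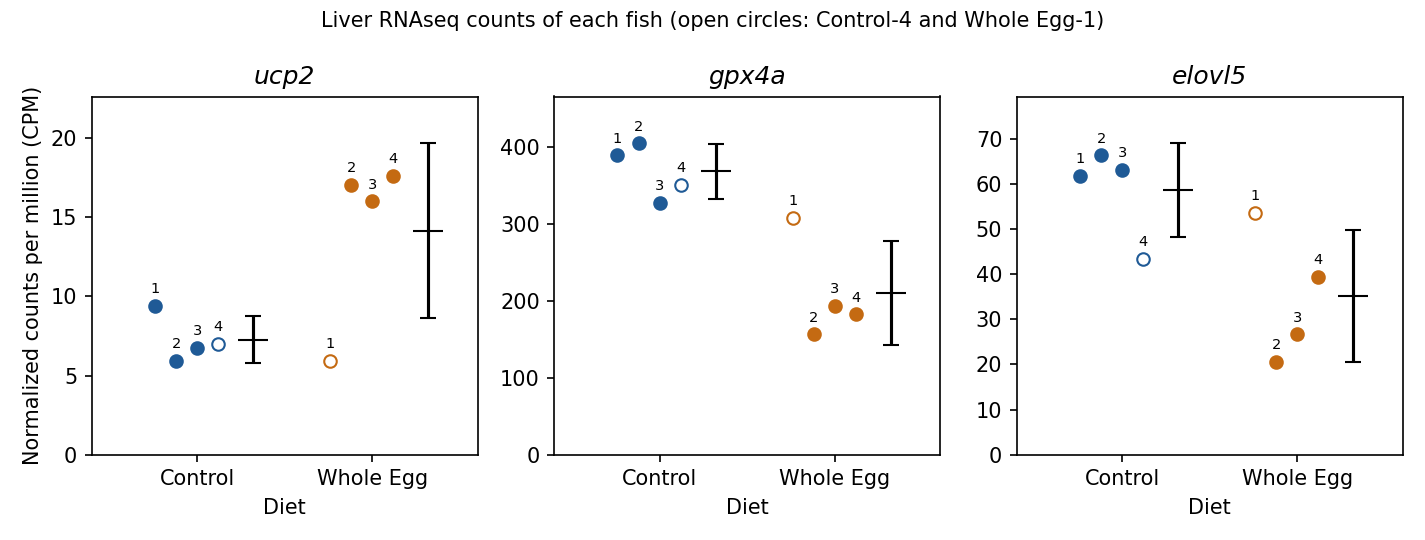
Normalized counts (CPM) of ucp2, gpx4a and elovl5 in the liver of each fish, by diet. Circles are single fish with their numbers, open circles are Control-4 and Whole Egg-1, and the bars give the mean and SD of all 4 fish; Whole Egg-1 lies with the Control diet for ucp2 (5.93), and Control-4 lies below Whole Egg-1 for elovl5 (43.5 and 53.7).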

Three DEGs were further validated in a larger sample set—uncoupling protein 2 (*ucp2*), glutathione peroxidase 4a (*gpx4a*), and elongation of very long chain fatty acids protein 5 (*elovl5*) (log-2 fold-change = 1.25, –1.04, and –1.11, respectively).

**FIGURE 5:**
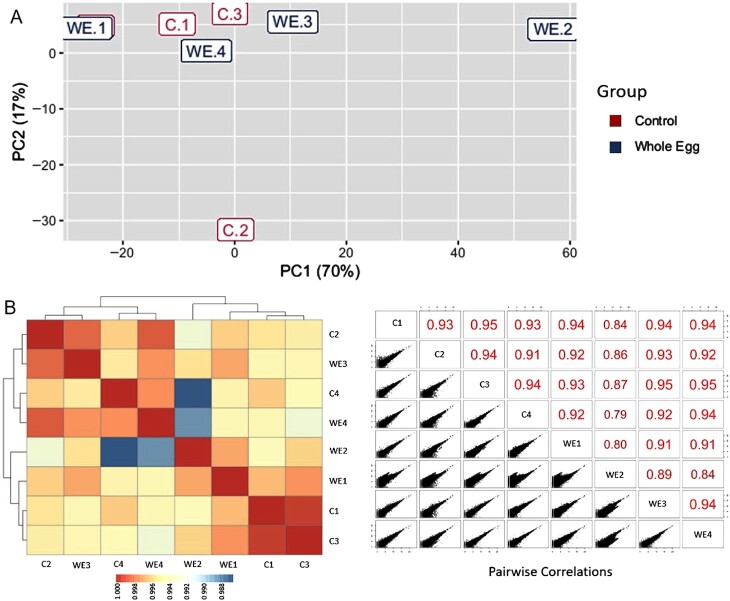
Principal component analysis of the gene expression from RNAseq Control (C.1–C.4) and Whole Egg (WE.1–WE.4) samples, including all samples (A). Pearson correlation analysis for correlation between Control and Whole Egg samples based on RNAseq data, including all samples (B). PC, principal component; RNAseq, RNA sequencing.

**FIGURE 6:**
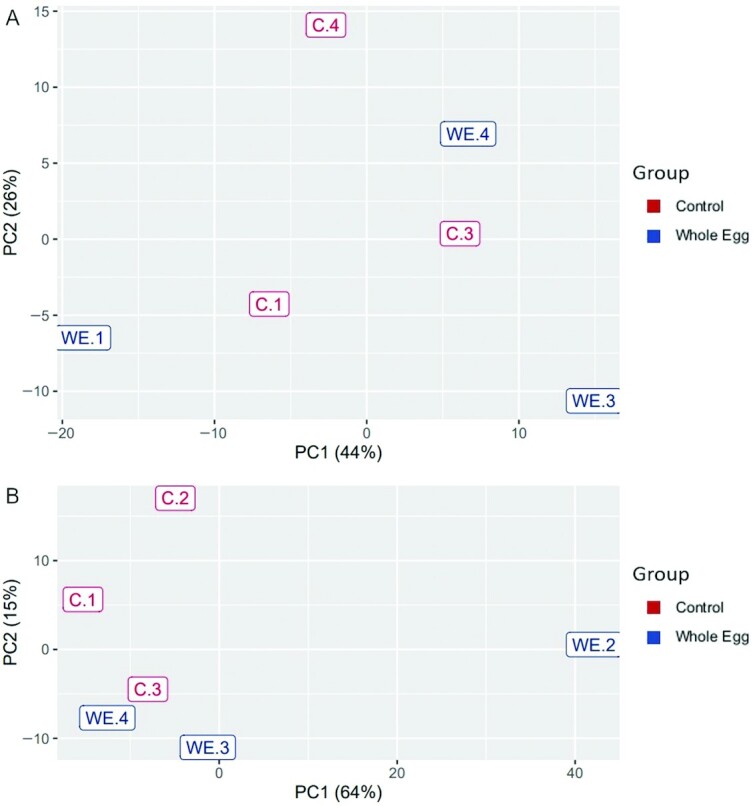
Principal component analysis of the gene expression from RNAseq Control (C.1–C.4) and Whole Egg (WE.1–WE.4) samples excluding outlier samples C.2 and WE.2 (A) or the overlapping samples C.4 and WE.1 (B). PC, principal component; RNAseq, RNA sequencing.

**FIGURE 7:**
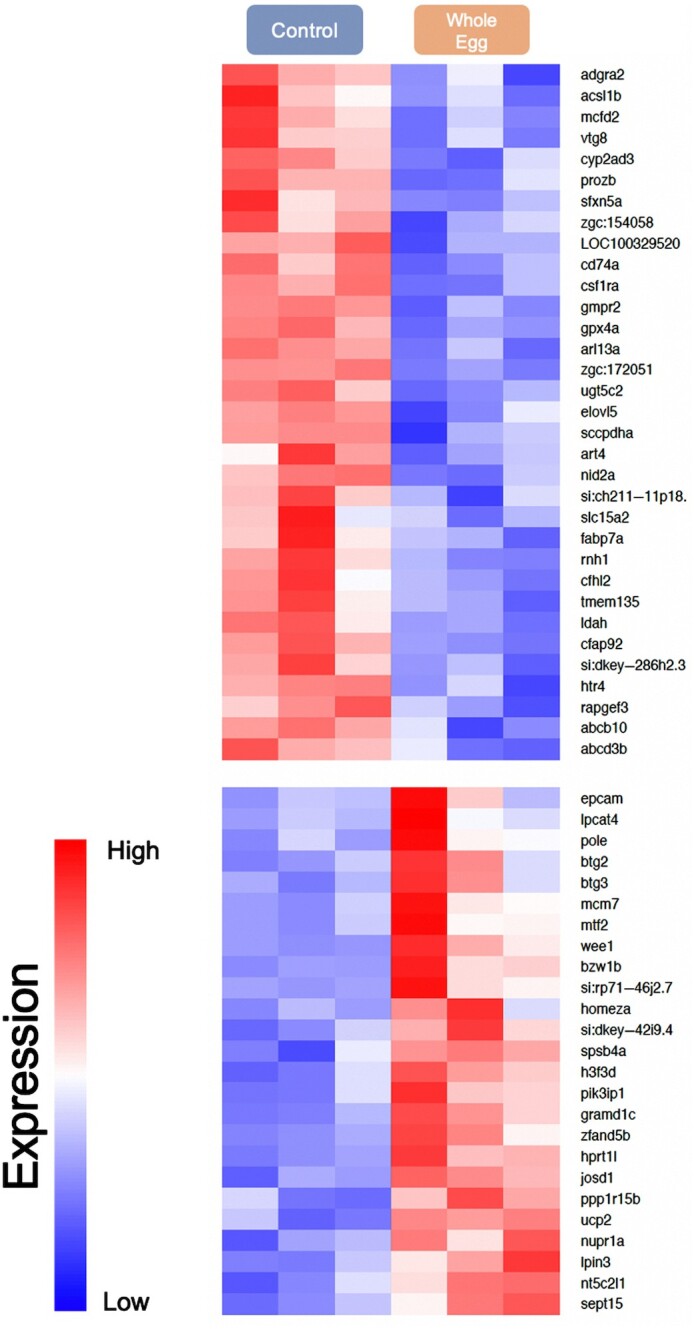
Heatmap of expression of 62 DEGs from Control and Whole Egg samples after RNAseq analysis, excluding samples Control-4 (C.4) and Whole Egg-1 (WE.1), which overlapped. DEG, differentially expressed gene; RNAseq, RNA sequencing

Using RT-PCR and RNA from the same female samples evaluated by RNAseq, we found similar trends in gene expression between the WE and CON diets across all 3 genes (**Supplemental Figure 3**). However, expanding to additional female samples and across sexes (male) did not further corroborate the significance of the DEGs derived from our RNAseq dataset (**Figure 8**). No difference in liver gene expression was observed between females of the CON and WE dietary treatments for *gpx4a* (*P* = 0.461), *elovl5* (*P* = 0.972), or *ucp2* (*P* = 0.360) (Figure 8A). Similarly, liver gene expression in males of the CON and WE dietary treatment showed no difference for *gpx4* (*P* = 0.383), *elovl5* (*P* = 0.960), or *ucp2* (*P* = 0.877) (Figure 8B). Interestingly, across these 3 genes and additional diets, we did detect increased expression of *gpx4a* in females fed the WG diet compared with the WE diet (*P* = 0.0177) and increased expression of *elovl5* in males fed the HFCON diet compared with the CON, WG, and WE diets (*P* < 0.0262).

**FIGURE 8:**
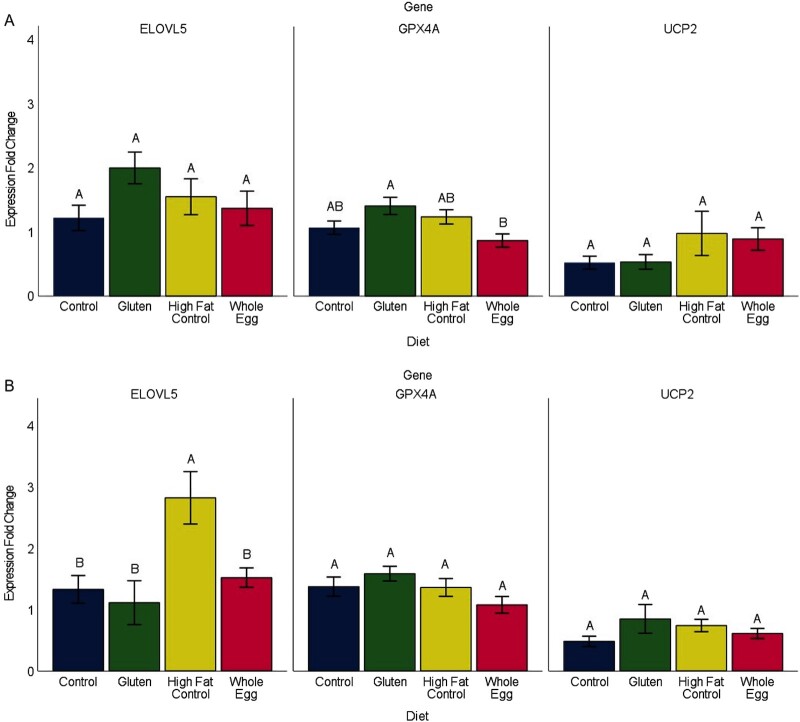
Mean female (A) and male (B) mean liver gene expression ± SE (indicated by bars), normalized to ribosomal protein L13a (*rpl13a*) expression, measured at the end of 34 wk on the assigned diets (*n* = 4–6 livers). Different uppercase letters indicate differences between dietary treatments (*P* < 0.05). ELOVL5, elongation of very long chain fatty acids protein 5; GPX4A, glutathione peroxidase 4a; UCP2, uncoupling protein 2.

## Discussion

Overall, our data support the value of poultry egg consumption for maintaining long-term metabolic health in zebrafish, as assessed by weight gain, body composition, glycemic response, and liver transcriptomics. The consistent increase in body weight among all treatments shows that zebrafish consuming egg protein were able to sustain normal patterns of growth over this portion of the lifespan as compared with fish meal hydrolysate (fish meal is considered the gold standard of protein for typical fish diets and in NIH-31 rodent diets) and casein (a highly purified and well-defined protein source). The lack of significant body weight differences between diets containing egg products indicate egg product replacement of quality protein sources supports fish maturation and health. These data would suggest that amino acids provided by egg products are sufficient and not limiting when compared with fish protein and casein. In fact, total amino acid profiles were very similar in zebrafish fed fish protein, casein, and egg products. Male fish fed WG did not maintain the same body weight gain as male fish fed egg products or fish/casein protein, despite receiving the same amount of crude protein. An evaluation of the amino acid content of the WG diet shows methionine and lysine were lower than in all other diets. Since methionine and lysine can be rate limiting for growth, we hypothesize the cereal protein diet may be nutritionally limited for zebrafish, similar to what is observed in rodents. For both sexes, the EW diet fish were significantly larger than the fish fed the WG diet, with no differences in body lipid between these diets. This suggests that the EW diet is promoting more lean body mass growth than the WG diet, furthering the hypothesis that protein quality and amino acid content are important. Historically, WG-based diets can have detrimental effects on animal health, including humans (27).

The WE and HFCON diets were formulated to contain the same caloric fat content, both of which had a higher energy content than the lower-fat CON diet. Feed intake could not be measured appropriately and, thus, nutrient (or caloric) intake could not be estimated. We did not observe a difference in adiposity between the EW diet fed fish and any of the other diets. This supports the hypothesis that higher body lipids for WE-diet–fed males were derived from the increased fat (caloric) content of the diet, which is a consequence of using WE (with yolk) as a protein source.

Moisture content of a fish carcass is often predictive of body composition and physiological status. The lack of body moisture differences between diet treatments suggests similar water retention or osmotic regulation, an issue observed in some cases of metabolic syndrome and obesity (28). The water content observed here is also comparable to studies across teleost species (29).

Excluding protein, additional differences in the ingredient composition and, thus, nutrient content of the egg product diets versus the control diet could be considered substantial. Although total protein nitrogen and total lipid content were balanced and comparable, the nutrient quantity was different, including small changes in BCAAs, fatty acid profiles, cholesterol, and unnamed bioactive food components. Despite these differences in dietary nutrient content, both feed-deprived or postprandial blood glucose concentrations were similar in fish consuming all diets. Several of the diets also contained additional wheat starch to balance the macronutrient and energy content in the diet formulation. Diets of higher wheat starch (CON, WG, and EW) also show no differences in blood glucose metrics compared with those with less or no wheat starch (HFCON and WE). It is possible that egg products were preventative or therapeutic in maintaining glycemic metrics and, thus, metabolic homeostasis.

Due to resource limitations, we were only able to evaluate differences in liver gene expression between CON- and WE-fed fish by RNAseq. Differences in gene expression between these diets were not apparent, despite a dramatic difference in the ingredient source of proteins and fat. DEGs that were detected when the stringency of the RNAseq analysis was relaxed were not representative of the larger sample populations when evaluated by RT-PCR. From these observations we conclude that the substitution of WE into the diet of zebrafish does not produce adverse changes in liver transcriptomics in comparison to a diet with fish meal and casein as the main protein sources. Fish meal and casein proteins are considered the highest in quality in most fish diets (30), and these data support the fact that long-term consumption of egg products provides comparable outcomes in long-term metabolic health. We recognize this RNAseq analysis represents 1 tissue and time point, and other beneficial (or deleterious) effects of WE diet may occur at another time point or in another physiological system. One notable observation is the increased expression of *elovl5* for males fed the HFCON diet compared with all other dietary groups. *elovl5* is a long-chain fatty acid elongase that has been shown previously to respond to dietary changes (31). *elovl5* knockout mice experience onset of fatty liver disease concurrent with a decrease in intercellular arachidonic acid (20:4n−6) and DHA (32). Dietary supplementation of these 2 fatty acids reversed the effects of gene knockout. Increased expression of *elovl5* exclusive to the HFCON-fed male fish and not male fish receiving the WE diet, which contains an equal dietary fat content, suggests a potential impact of egg protein in reducing the negative effects observed in high-fat diets. This hypothesis requires further investigation.

Recent human studies on the impacts of egg consumption on the glycemic response show results consistent with lack of differences observed between egg-containing and non–egg-containing diets (33). The Diabetes and Egg (DIABEGG) Study provided dietary instruction for a 3-mo, low-energy, weight-loss program to diabetic and prediabetic persons. Diet recommendations consisted of either more than 12 eggs/wk or less than 2/wk and estimates of dietary compliance were high. Both dietary recommendation groups provided high protein content with low energy content, but with higher dietary cholesterol in the 12-eggs/wk group. There were no significant differences between the 2 treatments in measures of serum glucose, serum lipids, or markers of inflammation and oxidative stress at study termination or at 12-mo follow up. A study by Baghdasarian et al. (34) obtained participant data from the Framingham Offspring Study and separated them into dietary cholesterol intake amounts. The intake amount of dietary cholesterol was not found to be associated with fasting glucose concentration. This is particularly relevant to our study outcomes given the higher amount of dietary cholesterol contained in whole eggs. In examining liver transcriptome outcomes, we do see differences between our study and others. Zhu et al. (35) formulated EW and WE diets for Golden Syrian hamsters to investigate the impact of liver health from egg-based diets and dietary cholesterol. WE diets, even at the lowest levels of inclusion, increased liver cholesterol, whereas EW diets had no impact. Concomitant to the increased liver cholesterol were expression changes in genes that code for proteins that have direct and indirect interactions with cholesterol—namely, LDL receptor and sterol-regulatory-element-binding protein-2. 

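The genes for LDL receptor (ldlra, ENSDARG00000029476, and ldlrb, ENSDARG00000026759) and for sterol-regulatory-element-binding protein-2 (srebf2, ENSDARG00000063438) were compared in the livers of all 4 Control and 4 Whole Egg fish of this study. The CPM of ldlra were 66.6 ± 28.2 (SD, n = 4) on the Control diet and 87.7 ± 67.0 on the Whole Egg diet, a log2 fold change of 0.40 (SE 0.60, edgeR adjusted p = 0.886). The difference is smaller than the spread between fish, and it was −0.17 when Whole Egg-3 was left out. Those of srebf2 were 30.6 ± 12.9 and 19.2 ± 10.7, a log2 fold change of −0.68 (SE 0.45, edgeR adjusted p = 0.810). With 1 fish left out, this log2 fold change ranged from −1.11 (without Whole Egg-3) to −0.44 (without Control-1). The counts of ldlrb were too low for the filter (1.33 ± 1.91 and 1.20 ± 1.22 CPM). With the fish number as a block, the log2 fold changes were 0.16 for ldlra and −0.76 for srebf2, with edgeR adjusted p of 0.961 and 0.742. A list of 20 genes of cholesterol synthesis was also compared, of which 17 were found by symbol and 16 had enough counts to be tested. The mean log2 CPM of the 17 genes, centred on each gene's mean, was 0.28 ± 0.87 (SD, n = 4) on the Control diet and −0.28 ± 0.51 on the Whole Egg diet. The difference of −0.55 was not larger than the spread between fish (two-sided exact permutation test, p = 0.314; with fish paired by number, exact p = 0.5; limma's camera test, p = 0.2397). Of the 16 genes, 11 were lower and 5 higher on the Whole Egg diet, with log2 fold changes from −2.60 to 1.12. At an unadjusted p under 0.05 there were 2 genes, sc5d and msmo1 (log2 fold changes −1.48 and −1.32), and 0 genes passed an adjusted p of 0.1 over the list alone or over all genes.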

For our study, liver cholesterol was not measured, but the gene expression changes related to increased cholesterol were detected.

In summation, we recognize the issues associated with human dietary studies, such as limited time span and the confounding variance among individuals. We also recognize that mouse models, while valuable, may have limitations due to differences in lipid processing, including cholesterol. For these reasons, we believe that zebrafish can be a powerful model for the investigation of nutrition-related morbidities, particularly those related to metabolic health, due to the innate similarities of zebrafish to humans in diet and metabolism. Our studies show that replacement of well-established animal protein sources with an egg alternative does not impact growth or metabolic health in zebrafish and, if translated, to human health and metabolism. These data support the broad conclusion that long-term dietary egg consumption is suitable as a replacement of other sources of dietary protein, with potential benefits to be determined.

## Supplementary Material

nzab134_Supplemental_Files Click here for additional data file.

## Data Availability

Data are available from authors upon request.

## References

[1] Larsen TM , DalskovSM, van BaakM, JebbSA, PapadakiA, PfeifferAF, MartinezJA, Handjieva-DarlenskaT, KunešováM, PihlsgårdMet al. Diets with high or low protein content and glycemic index for weight-loss maintenance. N Engl J Med. 2010;363(22):2102–13.2110579210.1056/NEJMoa1007137PMC3359496

[2] Sargrad KR , HomkoC, MozzoliM, BodenG. Effect of high protein vs high carbohydrate intake on insulin sensitivity, body weight, hemoglobin A1c, and blood pressure in patients with type 2 diabetes mellitus. J Am Diet Assoc. 2005;105(4):573–80.1580055910.1016/j.jada.2005.01.009

[3] McAuley KA , HopkinsCM, SmithKJ, McLayRT, WilliamsSM, TaylorRW, MannJI. Comparison of high-fat and high-protein diets with a high-carbohydrate diet in insulin-resistant obese women. Diabetologia. 2005;48(1):8–16.1561679910.1007/s00125-004-1603-4

[4] Gannon MC , NuttallFQ. Effect of a high-protein, low-carbohydrate diet on blood glucose control in people with type 2 diabetes. Diabetes. 2004;53(9):2375–82.1533154810.2337/diabetes.53.9.2375

[5] Malik VS , LiY, TobiasDK, PanA, HuFB. Dietary protein intake and risk of type 2 diabetes in US men and women. Am J Epidemiol. 2016;183(8):715–28.2702203210.1093/aje/kwv268PMC4832052

[6] Zhang Y , KobayashiH, MawatariK, SatoJ, BajottoG, KitauraY, ShimomuraY. Effects of branched-chain amino acid supplementation on plasma concentrations of free amino acids, insulin, and energy substrates in young men. J Nutr Sci Vitaminol. 2011;57(1):114–17.2151230010.3177/jnsv.57.114

[7] Shah SH , CrosslinDR, HaynesCS, NelsonS, TurerCB, StevensRD, MuehlbauerMJ, WennerBR, BainJR, LaferrereB, GorroochurnP. Branched-chain amino acid levels are associated with improvement in insulin resistance with weight loss. Diabetologia. 2012;55(2):321–30.2206508810.1007/s00125-011-2356-5PMC3667157

[8] Lopez-Legarrea P , FullerNR, MartinezJA, CatersonID, ZuletMA. The influence of Mediterranean, carbohydrate and high protein diets on gut microbiota composition in the treatment of obesity and associated inflammatory state. Asia Pac J Clin Nutr. 2014;23(3):360.2516444510.6133/apjcn.2014.23.3.16

[9] Huopalahti R , AntonM, López-FandiñoR, SchadeR. Bioactive egg compounds. Berlin, Heidelberg: Springer; 2007.

[10] Baron F , RehaultS. Compounds with antibacterial activity. In: Bioactive egg compounds. HuopalahtiR, AntonM, López-FandiñoR, SchadeR (editors). Berlin, Heidelberg: Springer; 2007. p. 191–8.

[11] López-Fandiño R , RecioI, RamosM. Egg-protein-derived peptides with antihypertensive activity. In: Bioactive egg compounds. HuopalahtiR, AntonM, López-FandiñoR, SchadeR (editors). Berlin, Heidelberg: Springer; 2007. p. 199–211.

[12] Guérin-Dubiard C , CastellaniO, AntonM. Egg compounds with antioxidant and mineral binding properties. In: Bioactive egg compounds. HuopalahtiR, AntonM, López-FandiñoR, SchadeR (editors). Berlin, Heidelberg: Springer; 2007. p. 223–8.

[13] Lieschke GJ , CurriePD. Animal models of human disease: zebrafish swim into view. Nat Rev Genet. 2007;8(5):353.1744053210.1038/nrg2091

[14] Fowler LA , WilliamsMB, D'AbramoLR, WattsSA. Zebrafish nutrition—moving forward. In: The zebrafish in biomedical research. CartnerSC, EisenJS, FarmerSC, GuilleminKJ, KentML, SandersGE (editors). London, UK: Elsevier; 2020. p. 379–401.

[15] Fowler LA , WilliamsMB, Dennis-CorneliusLN, FarmerS, BarryRJ, PowellML, WattsSA. Influence of commercial and laboratory diets on growth, body composition, and reproduction in the zebrafish *Danio rerio*. Zebrafish. 2019;16(6):508–21.3138149110.1089/zeb.2019.1742PMC6916735

[16] Oka T , NishimuraY, ZangL, HiranoM, ShimadaY, WangZ, UmemotoN, KuroyanagiJ, NishimuraN, TanakaT. Diet-induced obesity in zebrafish shares common pathophysiological pathways with mammalian obesity. BMC Physiol. 2010;10(1):1–13.2096146010.1186/1472-6793-10-21PMC2972245

[17] Zang L , MaddisonLA, ChenW. Zebrafish as a model for obesity and diabetes. Front Cell Dev Biol. 2018;6:91.3017796810.3389/fcell.2018.00091PMC6110173

[18] Folch J , LeesM, StanleyGS. A simple method for the isolation and purification of total lipides from animal tissues. J Biol Chem. 1957;226(1):497–509.13428781

[19] Eames SC , PhilipsonLH, PrinceVE, KinkelMD. Blood sugar measurement in zebrafish reveals dynamics of glucose homeostasis. Zebrafish. 2010;7(2):205–13.2051531810.1089/zeb.2009.0640PMC2882991

[20] Andrews S . FastQC: a quality control tool for high throughput sequence data. Cambridge (UK): Babraham Bioinformatics, Babraham Institute; 2010.

[21] Bolger AM , LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30(15):2114–20.2469540410.1093/bioinformatics/btu170PMC4103590

[22] Dobin A , DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, BatutP, ChaissonM, GingerasTR. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[23] Love MI , HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):1–21.10.1186/s13059-014-0550-8PMC430204925516281

[24] Harris ML , FufaTD, PalmerJW, JoshiSS, LarsonDM, IncaoA, GildeaDE, TrivediNS, LeeAN, DayCPet al. A direct link between MITF, innate immunity, and hair graying. PLoS Biol. 2018;16(5):e2003648.2972319410.1371/journal.pbio.2003648PMC5933715

[25] Liao Y , SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923–30.2422767710.1093/bioinformatics/btt656

[26] Marini F , BinderH. pcaExplorer: an R/Bioconductor package for interacting with RNA-seq principal components. BMC Bioinformatics. 2019;20(1):1–8.3119597610.1186/s12859-019-2879-1PMC6567655

[27] Elli L , BranchiF, TombaC, VillaltaD, NorsaL, FerrettiF, RoncoroniL, BardellaMT. Diagnosis of gluten related disorders: celiac disease, wheat allergy and non-celiac gluten sensitivity. World J Gastroenterol. 2015;21(23):7110.2610979710.3748/wjg.v21.i23.7110PMC4476872

[28] Bhowmick SK , LevensKL, RettigKR. Hyperosmolar hyperglycemic crisis: an acute life-threatening event in children and adolescents with type 2 diabetes mellitus. Endocr Pract. 2005;11(1):23–9.1603373210.4158/EP.11.1.23

[29] Yeannes MI , AlmandosME. Estimation of fish proximate composition starting from water content. J Food Compos Anal. 2003;16(1):81–92.

[30] Jobling M . National Research Council (NRC): Nutrient requirements of fish and shrimp. Washington (DC): The National Academies Press; 2011.

[31] Tripathy S , JumpDB. Elovl5 regulates the mTORC2-Akt-FOXO1 pathway by controlling hepatic cis-vaccenic acid synthesis in diet-induced obese mice. J Lipid Res. 2013;54(1):71–84.2309944410.1194/jlr.M028787PMC3520542

[32] Moon Y-A , HammerRE, HortonJD. Deletion of ELOVL5 leads to fatty liver through activation of SREBP-1c in mice. J Lipid Res. 2009;50(3):412–23.1883874010.1194/jlr.M800383-JLR200PMC2638104

[33] Fuller NR , SainsburyA, CatersonID, DenyerG, FongM, GerofiJ, LeungC, LauNS, WilliamsKH, JanuszewskiASet al. Effect of a high-egg diet on cardiometabolic risk factors in people with type 2 diabetes: the Diabetes and Egg (DIABEGG) Study—randomized weight-loss and follow-up phase. Am J Clin Nutr. 2018;107(6):921–31.2974155810.1093/ajcn/nqy048

[34] Baghdasarian S , LinHP, PickeringRT, MottMM, SingerMR, BradleeML, MooreLL. Dietary cholesterol intake is not associated with risk of type 2 diabetes in the Framingham Offspring Study. Nutrients. 2018;10(6):665.10.3390/nu10060665PMC602479229794966

[35] Zhu H , HeZ, KwekE, LiuJ, HaoW, LiangN, ZhaoY, MaKY, HeWS, ChenZY. Dose-dependent increases in liver cholesterol but not plasma cholesterol from consumption of one to five whole eggs and no effects from egg whites on liver or plasma cholesterol in hamsters. J Agric Food Chem. 2018;66(48):12805–14.3041553710.1021/acs.jafc.8b04730

# Supplementary material for: Effect of Long-Term Consumption of Poultry Egg Products on Growth, Body Composition, and Liver Gene Expression in Zebrafish, Danio rerio
**Source:** Curr Dev Nutr. 2021 Dec 24;5(12):nzab134. doi: 10.1093/cdn/nzab134
**Supplement:** nzab134_Supplemental_Files

EFFECT OF LONG-TERM CONSUMPTION OF POULTRY EGG PRODUCTS ON GROWTH, BODY COMPOSITION AND LIVER GENE EXPRESSION IN ZEBRA FISH, Danio rerio. Williams et al., Online Supplementary Material

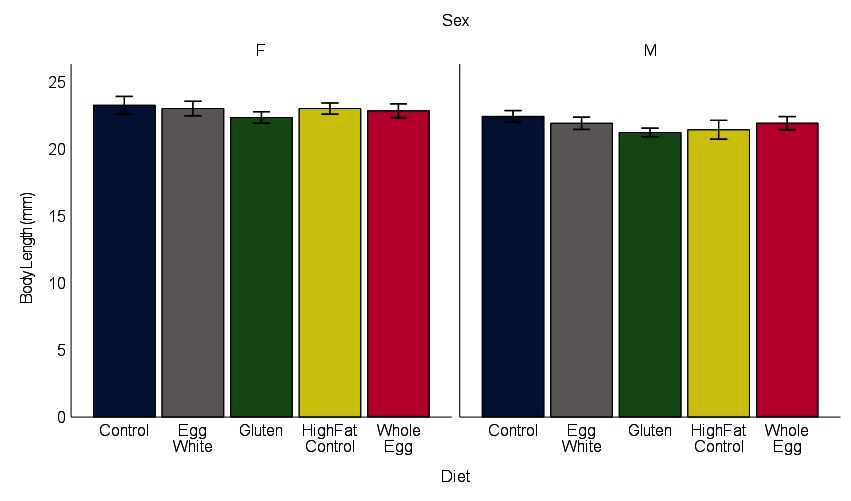
Supplemental Figure 1. Bars represent mean and standard error of total body moisture (percent) for male and female zebrafish measured at the end of 32 weeks on the assigned diets (n=8 tanks, 10 fish per tank for each diet treatment). There were no statistically significant differences among treatments.

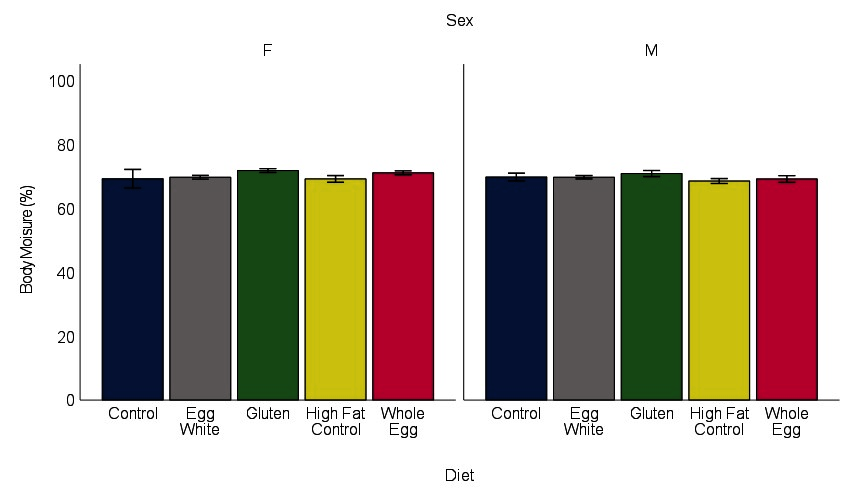

Supplemental Figure 2. Bars represent mean and standard error of standard body length (mm) for male and female zebrafish measured at the end of 32 weeks on the assigned diets (n=8 tanks, 10 fish per tank for each diet treatment). There were no statistically significant differences among treatments.

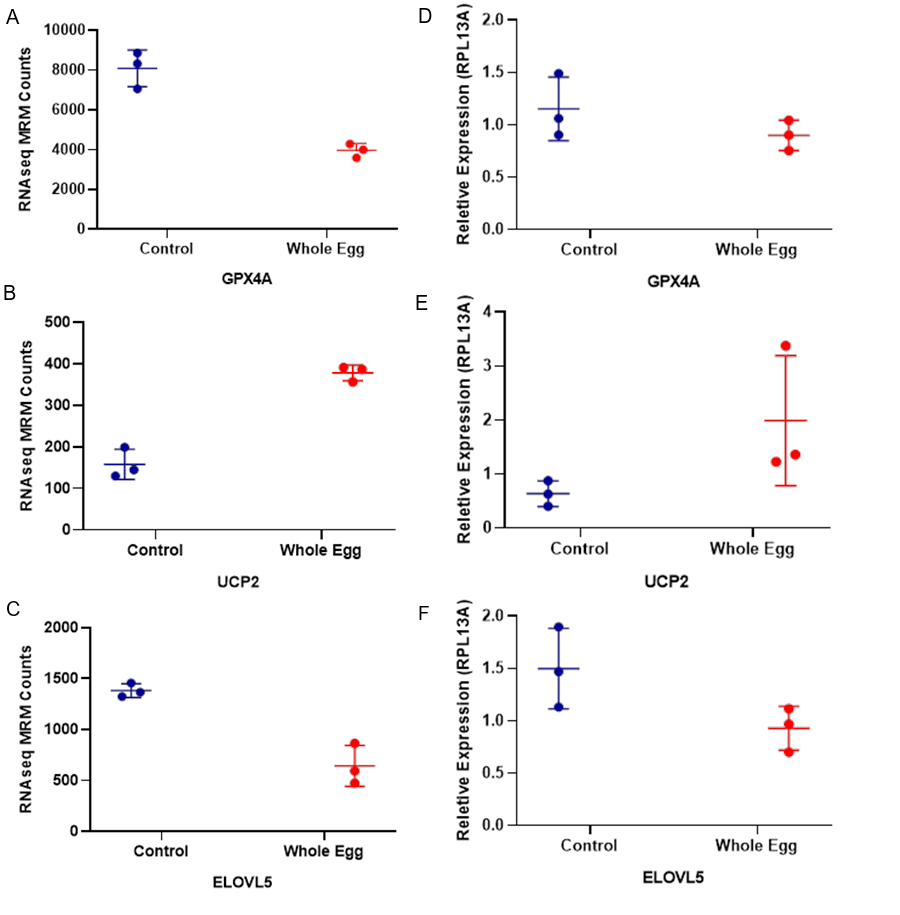

Supplemental Figure 3. RNAseq counts (A, B, and C) and qPCR expression (D, E, and F) of Control and Whole Egg samples (n=3) excluding samples Control-4 and Whole Egg-1 which were overlapping.

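The RNAseq counts of these 6 fish were recomputed from the deposited counts with DESeq2's size factors. For ucp2, normalized counts were 173 ± 39.3 (SD, n = 3) in Control and 418 ± 43.0 in Whole Egg samples. For gpx4a, they were 8795 ± 1134 and 4358 ± 187, and for elovl5 1503 ± 97.9 and 704 ± 187. For each gene the ranges of the diets did not overlap, which gives an exact permutation p of 0.1, the smallest that 3 fish against 3 allow. The same fish were used to choose the genes, so that the separation carries no independent check.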

How the deposited data were processed for this re-analysis (not part of the article)

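Gene expression was measured by RNAseq in whole livers of 4 female zebrafish fed the Control diet and 4 fed the Whole Egg diet, with 1 library per fish. The authors filtered the reads with Trimmomatic 0.36, aligned them to GRCz11 with STAR 2.5.2b and deposited, for each fish, the raw count of reads on each of 32520 Ensembl genes, with no normalization and no filter. Each file gives a count without regard to strand and a count for each strand, and the strand that held 97.9% of the counts of both strands was used. The paper's own comparison was made with DESeq2 1.22.2.

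Between 16916307 and 35871236 reads per fish were counted on genes (median 21073643.5). The spread between fish is given as the SD of the fish of a diet beside each mean. The confidence interval of the share of listed genes treats genes as independent, which they are not. No 2 libraries were the same beyond counting noise in any of the 28 pairs of fish.

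The counts were analyzed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Differential expression was tested with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. For all 8 fish and for the 6 fish without Control-2 and Whole Egg-2, genes were filtered with filterByExpr, and DEGs had an adjusted p under 0.1. For the 6 fish without Control-4 and Whole Egg-1, genes had at least 30 counts in every fish, and DEGs had an adjusted p under 0.1 and an absolute log2 fold change above 0.8. PCA used DESeq2's rlog values, blind to diet, of the 500 genes with the highest variance. The paper's text does not give that number. Pearson's r was computed on rlog values of genes with at least 1 count. CPM are TMM-normalized, and log2 CPM have a prior count of 2. Differences of single values between the diets were tested with exact permutation tests over all 35 splits of 8 fish or all 10 splits of 6 fish.

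The fish of both diets carry the numbers 1 to 4 in the sample labels and in the paper's figures, and the pairing by number comes from there. Same-numbered fish are different fish, and neither source says what the numbers stand for. Because same-numbered fish deviated together (mean r = 0.270), the fits with the number as a block are reported beside those without it. The permutation tests of the PCA and of the correlations have no such version. Without Control-4 and Whole Egg-1, only the numbers 2 and 3 are carried by a fish of each diet.

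The genes named were chosen by a rule set before the data were examined: ucp2, gpx4a, elovl5 and rpl13a; the genes for LDL receptor and SREBP-2; the 3 DEGs with the smallest p in each direction for the third comparison, taken from DESeq2 after edgeR had called none; and for a comparison with no DEGs the 2 genes with the smallest unadjusted p. Other genes are said to be chosen after their values were seen. Gene symbols came from the paper's supplemental table and from a table of gene names, which gave a symbol for 29201 of the 32520 identifiers. Genome coordinates are not given, since the gene table used is of another assembly. The lists of ovary, pancreas, intestine, blood, liver and cholesterol synthesis genes were written before the data were examined, and the lists of genes that change on fasting were written later.

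The alternatives set before the data were examined were DESeq2, RLE size factors, upper quartile normalization, the count without regard to strand, the fish number as a block, an adjusted p under 0.05, other filters on low counts, other numbers of genes and transformations for the PCA and the correlations, leaving out each fish in turn, and leaving out each other pair of 1 fish per diet. DESeq2 with the block, DESeq2 with 2 other filters, and fits with ovary or intestine genes or the fish numbers grouped as 1 and 2 against 3 and 4 as covariates were chosen after seeing the data.

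The tests were first run on simulated data drawn from the means, dispersions and library sizes of these fish. Of 200 genes changed by a log2 fold change of 2 in either direction, edgeR recovered 63.5% in 8 fish (17 unchanged genes called among 13379) and 85.0% in 6 fish (16 unchanged genes called among 8195). DESeq2 recovered 85.5% (72 unchanged genes called) and 94.0% (126 unchanged genes called). Genes were drawn independently of each other with edgeR's dispersions, so variation that many genes share, as in Whole Egg-2, is absent and edgeR may be favoured. Smaller changes were not simulated, such as those of ucp2 (1.28), gpx4a (−1.01) and elovl5 (−1.09) in the 6 fish without Control-4 and Whole Egg-1. RT-PCR, growth, body composition and blood glucose are not analysed here.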

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

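The tests of liver genes and of the share of counts on the 10 genes with the most counts, for Control-2 and Whole Egg-2, were chosen after the positions of these fish were seen, and so were the tests of a mislabelled fish and of depth for Control-4 and Whole Egg-1. A single fish was singled out where its gap to the nearest fish of its diet exceeded Dixon's 95% critical value for 4 values. Among 38 groups of 4 fish examined, 5 exceeded it, and 1.9 would be expected by chance.

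Control-2 lay at −32.6 on PC2, and the other 3 fish of the Control diet lay between 4.93 and 7.24. Its mean over the intestine gene list was 3.84 log2 CPM, against −0.49 to −0.07 in the other Control fish. Whole Egg-4 lay at −0.50 on PC2, apart from 4.76 to 5.64 in the other fish of its diet, a gap much smaller than that of Control-2. Whole Egg-2 had a mean of 4.45 log2 CPM over the ovary gene list, genes that the paper does not discuss, against −1.65 to 1.50 in the other 7 fish.

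RNA of another organ taken along with the liver may account for part of this. For the ovary list, of which 23 of 24 genes were found, Whole Egg-2 exceeded the highest other fish by 2.95 (log2), and Control-2 lay below it (−3.52). The mean of the liver genes in Whole Egg-2 minus that of the lowest other fish, Control-1, was −1.14. Dilution of liver RNA would give such a difference, but the TMM factors enter it, with 1.74 in Whole Egg-2 and 0.7685 in Control-1. Counts are divided by the factor, so the difference cannot decide on dilution. The 3 other lists had too few genes found for a test, with 17 of 22 pancreas genes, 10 of 14 intestine genes and 7 of 10 blood genes, so those checks are void. Their values, as the difference to the highest other fish, were 3.17 for intestine, 0.12 for pancreas and −0.24 for blood in Control-2, and −4.42, −2.45 and −0.22 in Whole Egg-2. Control-2 ranked 2 and Whole Egg-2 ranked 3 from the lowest total count, and Whole Egg-4, with the lowest total, contributed 2.55% of the variance in the PCA, so low depth alone does not account for their positions. The share of counts on the 10 genes with the most counts was lower in Whole Egg-2 than in any other fish by 0.959 percentage points, well within the SD of 4.29 of the other fish. In Control-2 it was 66.3%, against 74.1 to 76.0% in the other Control fish, a gap under Dixon's critical value (ratio 0.802), and this was not tested further. GC content and gene length were not tested, as no annotation of GRCz11 was used. Ovary RNA in Whole Egg-2 remains as a hypothesis, which cannot be told apart from a change of the liver itself. For Control-2 a contribution of intestine cannot be decided, because its list is too incomplete. Diet does not account for either fish, as the other fish of each diet lay elsewhere. Whole Egg-4 was not tested further.

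Whole Egg-1 had 2.59 log2 CPM of ucp2, and the other 3 fish of its diet had 4.01 to 4.15. Control-4 had 5.45 log2 CPM of elovl5, and the other 3 fish of its diet had 5.95 to 6.06. These are the fish that the paper left out for overlapping on the PCA, and the genes are among those called without them. An exchange of these fish does not account for ucp2, since Control-4, at 7.01 CPM, also lay far below the other fish of the Whole Egg diet (16.0 to 17.6). For elovl5 the values go with an exchange. With these fish exchanged, the Whole Egg fish would lie between 20.6 and 43.5 CPM and the Control fish between 53.7 and 66.4. With Control-4 and Whole Egg-1 exchanged, 1188 genes had an unadjusted p under 0.05 with edgeR, and 5 of the 35 splits of the 8 fish gave as many, so the exchange does not stand apart from other splits. The total count of Whole Egg-1 ranked 6 from the lowest, so low depth does not account for it. Both genes were chosen from a list called without these fish, in which 18.0% of the genes had the paper's direction between the fish left out. The position of each fish on these genes cannot be told apart from that choice.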

How the results depend on the processing

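The counts of DEGs, the separation of the diets in the PCA and the correlations, the cholesterol synthesis genes and the fold changes of ucp2, gpx4a, elovl5, ldlra and srebf2 were recomputed with one choice changed at a time. The listed genes in the fish left out were recomputed under fewer alternatives, and other results, such as other single genes, the shares of variance, the lipid genes and the DEGs between fish numbers, were not all recomputed in this way. For the 3 comparisons of the diets, edgeR gave 0 DEGs under RLE size factors, upper quartile normalization, the count without regard to strand, every other filter on low counts, a stricter adjusted p of 0.05, and each fish left out in turn, and also for each of the 16 pairs of fish left out. The replicate block, with the fish number as a factor, gave 0 DEGs in all 8 fish and without Control-2 and Whole Egg-2, and 6 DEGs without Control-4 and Whole Egg-1, where only 2 numbers are carried by both diets.

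DESeq2 gave other numbers. On genes with at least 30 counts in every fish, it called 2 DEGs in all 8 fish, 2 without Control-2 and Whole Egg-2, and 60 without Control-4 and Whole Egg-1 (49 with the count without regard to strand). With no count filter, it called 0 in the first 2 comparisons. Of the settings chosen after seeing the data, DESeq2 with the replicate block called 16, 26 and 104 DEGs in the 3 comparisons. Without Control-4 and Whole Egg-1, DESeq2 called 23 DEGs with a mean count of at least 30 and 15 with no count filter. In edgeR, the ovary list as a covariate gave 0 DEGs in each comparison (296, 242 and 563 genes at an unadjusted p under 0.05), as did the numbers 1 and 2 against 3 and 4 as a factor (578, 504 and 767 genes). In all 8 fish, the ovary and intestine lists together gave 0 DEGs and 206 genes. The cause of the differences between the tools was not tested on these counts, and a test on simulated counts is under the other observations.

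Genes at an unadjusted p under 0.05 ranged from 244 to 1374 in all 8 fish, from 199 to 649 without Control-2 and Whole Egg-2, and from 187 to 843 without Control-4 and Whole Egg-1 when 1 fish was left out. Among the alternatives that were not added later, 20 of these counts moved by more than 1.5 times and 25 did not. The share of them that were higher on the Whole Egg diet fell from 65.1% to 40.1% in all 8 fish and from 43.4% to 29.3% without Control-2 and Whole Egg-2 under upper quartile normalization, where the median log2 fold change of all genes moved from 0.04 to −0.04 and from 0.02 to −0.03.

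The log2 fold change of ldlra ranged from −0.17 to 0.75 when 1 fish was left out, and it was negative only without Whole Egg-3. The correlation within minus between diets ranged from −0.00214 to 0.00221 when 1 fish was left out, and was positive without Whole Egg-1 (0.00221), Whole Egg-3 (0.000886) or Whole Egg-4 (0.00183). The cause of these changes was not tested. Of the other results for single genes under these alternatives, 160 kept their direction and their side of the threshold and 6 passed it, all with DESeq2 for ucp2, gpx4a and elovl5. Among added alternatives, 41 did and 3 passed it.

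The share of diet in the PCA ranged from 9.06% to 27.8% in all 8 fish, from 10.6% to 24.7% without Control-2 and Whole Egg-2, and from 18.1% to 38.98% without Control-4 and Whole Egg-1, with no exact p under 0.1. In 6 fish an exact p under 0.1 is not possible. The cholesterol synthesis genes differed by −0.86 to −0.22 (exact permutation p 0.143 to 0.571). The share of listed genes with the paper's direction in the fish left out was 16.4% with RLE size factors, 17.7% with the count without regard to strand and 11.6% for differences above 0.5.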

Differences from the paper's values

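Without Control-4 and Whole Egg-1, the paper reports 62 DEGs, and 0 were called with edgeR. The paper reports 36 lower and 26 higher in the Whole Egg diet, and edgeR called 0 in each direction. Of the alternatives set before the data were examined, DESeq2 called 60 (31 lower and 29 higher), and DESeq2 with the count without regard to strand called 49 (25 lower and 24 higher). Both are within 1.5 times the paper's numbers. However, 45 of its 62 genes passed the limit of 30 counts in every fish, so its own limit was likely looser. The other alternatives set before the data were examined, all with edgeR, gave 0 DEGs, apart from 6 with the replicate block. Among the settings chosen after seeing the data, DESeq2 called 104 with the replicate block, 116 with fish 1 and 2 against 3 and 4 as a factor, 23 with a mean count of at least 30 and 15 with no count filter, which do not close the gap. Over 1512 genes shared with the table shown in the paper's supplement, DESeq2's log2 fold changes had a Pearson's r of 0.999 with the paper's across genes, and 40 of the paper's 62 genes were among the 60.

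The paper gives an average of 76.5% uniquely mapped reads, and the mean was 61.7% here. The cause of this gap was not tested. The paper gives about 20 M reads per sample at the lowest, and the lowest number counted on genes was 16.9 M. The paper states that reads per sample reached 23 M at the highest, and the highest number counted on genes was 35.9 M (Control-3). With the count without regard to strand, it was 35.3 M, which does not close the gap, and no other alternative set before the data were examined changes this number. The paper gives an annotation of 49 K genes, and the deposited counts list 32.52 K. No alternative set before the data were examined bears on that number.

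The lowest Pearson's r between fish is about 0.79 in Fig. 5B, read by eye, and it was 0.971 here. None of the alternatives set before the data were examined closed the gap, and the nearest, log2(normalized count + 1) in place of rlog values, gave 0.862. The highest r between different fish is about 0.95 in Fig. 5B, read by eye, and it was 0.996 here. With log2(normalized count + 1) it was 0.966, within the paper's value, and with Spearman's rho (0.995), genes with at least 30 counts in every fish (0.989) and the count without regard to strand (0.996) it was not.

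The paper lists ucp2, gpx4a and elovl5 as DEGs without Control-4 and Whole Egg-1. With edgeR the adjusted p was 0.798 for each. DESeq2 called all 3, with adjusted p of 0.000735, 0.0127 and 0.0192 (the range over all alternatives was 0.000483 to 0.995 for ucp2, 0.0127 to 0.999 for gpx4a and 0.0192 to 0.995 for elovl5). DESeq2 with the count without regard to strand also called all 3. Of the settings chosen after seeing the data, DESeq2 with a mean count of at least 30 called ucp2 and gpx4a, DESeq2 with no count filter called gpx4a, and DESeq2 with the replicate block called none of the 3 (adjusted p 0.258 for ucp2, 0.999 for gpx4a and 0.348 for elovl5). The paper's discussion states that changes in gene expression related to cholesterol were detected. For the genes it names in that context, the adjusted p with edgeR was 0.886 for ldlra and 0.810 for srebf2, and 0 of 16 cholesterol synthesis genes passed an adjusted p of 0.1 over the list alone, with 2 at an unadjusted p under 0.05.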

Other observations

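All tests in the following paragraphs on DESeq2, the fish numbers and lipid synthesis were chosen after the result was seen, while the counts of splits of the fish for edgeR, the test on the fish left out and the pairs of fish left out were set before.

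The number of genes at an unadjusted p under 0.05 was compared with other splits of the fish. As fish share numbers across diets, the real split was compared with splits that part as many same-numbered pairs. In all 8 fish, 3 of 8 such splits gave at least 522 genes, and 22 of all 35 splits did (193 to 2111 genes). Without Control-2 and Whole Egg-2, 3 of 4 such splits gave at least 281 genes, and 9 of all 10 did. Without Control-4 and Whole Egg-1, 1 of 4 such splits, the real one, gave at least 496 genes, and 3 of all 10 did. The other splits part fewer same-numbered pairs. With 8 or 4 splits, a share under 0.05 is not possible, so these counts cannot decide whether the real split stands apart.

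The 60 DEGs that DESeq2 called without Control-4 and Whole Egg-1 were weighed against 5 explanations. The choice of the fish left out may account for part of them. Over the 16 pairs of 1 fish per diet, DESeq2 called 1 to 90 DEGs (median 19), and 3 pairs gave at least 60. In the fish left out, 18.0% of the listed genes had the paper's direction. Over the 16 pairs, the share of genes at an unadjusted p under 0.05 with the same direction in the fish left out was 20.0% to 70.2% (median 40.1%), it was under 50% in 11 pairs, and in 4 pairs it was at or below the 32.1% found here. A low share is therefore in part what leaving out any pair gives. Calls of unchanged genes are a candidate explanation as well. In 20 simulations of 8195 genes with no difference, at gene-wise dispersions, DESeq2 called a median of 53 DEGs (33 to 78) and edgeR at most 4. With dispersions on the fitted trend, DESeq2 called a median of 15 (2 to 41). Both kinds of dispersion were estimated with edgeR and genes were drawn independently, so the simulations may favour edgeR and lack variation that genes share. Other splits gave as many DEGs: 1 of 4 splits that part as many same-numbered pairs, the real one, and 3 of all 10 (5 to 342 DEGs), which again cannot decide. With the difference between fish 1 and 2 and fish 3 and 4 as a factor in DESeq2, which called 116 DEGs, 39 of 45 listed genes still passed. With each fish number as a block, DESeq2 called 101 higher and 3 lower, and ucp2, gpx4a and elovl5 had adjusted p of 0.258, 0.999 and 0.348, so the fish number is not ruled out. Only the numbers 2 and 3 have a fish of each diet here, so the log2 fold changes under the block rest on Control-2, Control-3, Whole Egg-2 and Whole Egg-3. DESeq2 called more genes with the block (104) than without it (60), so a loss of power alone does not describe its calls. They cannot decide whether the fish number accounts for the 60 DEGs. Ovary RNA in Whole Egg-2 may contribute to the genes listed as higher: 16 of 26 were highest in Whole Egg-2, 5 in Whole Egg-3 and 5 in Whole Egg-4, where 33.3% would be expected by chance (exact binomial test, two-sided, p = 0.00334). The test treats genes as independent, which they are not, so its p only describes these fish. With the level of the ovary genes as a covariate in edgeR, chosen after seeing the data, the log2 fold changes were 1.25 for ucp2, −1.001 for gpx4a and −0.91 for elovl5 in these 6 fish, against 1.28, −1.01 and −1.09 without it, so it accounts for little of the first 2. The choice of fish, calls of unchanged genes, the fish number and, for other listed genes, ovary RNA remain, and the calls cannot be told apart from them. An effect of diet on these genes is not excluded.

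Fish numbered 1 and 2 differed from fish numbered 3 and 4, across both diets. With edgeR on 13379 genes, 33 DEGs (32 higher in fish 3 and 4) had an adjusted p under 0.1, with a smallest adjusted p of 0.0340 and 2111 genes at an unadjusted p under 0.05. This was 1 of 35 splits with as many genes, the next having 1929, but the split was picked because it was the largest, so the share cannot be read as a test. The other splits gave at most 1 DEG. With each fish left out in turn, there were 0 to 38 DEGs, and with diet in the model there were 6. Genes chosen after their values were seen include sqor (log2 fold change 2.14, SE 0.24, edgeR adjusted p = 0.0340), hbp1 (1.79), irs1 (1.44), nfil3-5 (2.96) and apex1 (−2.33). The labels and the paper give no batch or order of sampling for the numbers. Time since the last feeding is a candidate explanation. The genes listed as higher on fasting minus those listed as lower differed by 1.94 (log2; exact permutation test, two-sided, p = 0.0571), with 0.86 for the higher list (exact p = 0.0857) and −1.08 for the lower list (exact p = 0.4), so no difference beyond the spread between fish was shown. Total counts (exact permutation p = 0.8) and the ovary list (exact permutation p = 0.657) did not differ between these groups. A batch could not be tested, and no biological explanation other than feeding was tested.

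Lipid synthesis genes varied widely between fish within each diet. The CPM of fasn ranged from 27.4 (Whole Egg-4) to 3397 (Control-2), 124-fold, with 1719 in Whole Egg-1. The same fish had the highest CPM of acaca (2019 and 1801), scd (489 and 292) and srebf1 (81.0 and 90.7), and the genes were chosen after their values were seen. The mean of the 4 genes did not differ between the diets (difference −0.23, exact permutation test, two-sided, p = 0.886), so diet does not account for the spread. Other explanations were not tested.

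In the paper's list of DEGs, the symbol of ENSDARG00000102889 is written as a date. A table of gene names gives septin15 for it.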
